# Interleukin-4 Promotes Tuft Cell Differentiation and Acetylcholine Production in Intestinal Organoids of Non-Human Primate

**DOI:** 10.3390/ijms22157921

**Published:** 2021-07-24

**Authors:** Akihiko Inaba, Ayane Arinaga, Keisuke Tanaka, Takaho Endo, Norihito Hayatsu, Yasushi Okazaki, Takumi Yamane, Yuichi Oishi, Hiroo Imai, Ken Iwatsuki

**Keywords:** tuft cell, acetylcholine, intestine, organoid, primate, IL-4

## Abstract

In the intestine, the innate immune system excludes harmful substances and invading microorganisms. Tuft cells are taste-like chemosensory cells found in the intestinal epithelium involved in the activation of group 2 innate lymphoid cells (ILC2). Although tuft cells in other tissues secrete the neurotransmitter acetylcholine (ACh), their function in the gut remains poorly understood. In this study, we investigated changes in the expression of genes and cell differentiation of the intestinal epithelium by stimulation with interleukin-4 (IL-4) or IL-13 in macaque intestinal organoids. Transcriptome analysis showed that tuft cell marker genes were highly expressed in the IL-4- and IL-13-treated groups compared with the control, and the gene expression of choline acetyltransferase (ChAT), a synthesis enzyme of ACh, was upregulated in IL-4- and IL-13-treated groups. ACh accumulation was observed in IL-4-induced organoids using high-performance liquid chromatography-mass spectrometry (HPLC/MS), and ACh strongly released granules from Paneth cells. This study is the first to demonstrate ACh upregulation by IL-4 induction in primates, suggesting that IL-4 plays a role in Paneth cell granule secretion via paracrine stimulation.

## 1. Introduction

The intestinal epithelium is exposed to a variety of chemicals or microorganisms that can be both beneficial and harmful to the body. Thus, to maintain homeostasis, intestinal epithelial cells (IECs) exert multiple sensing mechanisms against nutrients, tastants, microorganisms, and chemicals. The tuft cell (or brush cell) is an atypical epithelial cell-type with a characteristic apical tuft of microvilli, and is found in a variety of organs, including the intestine. It is considered to be a taste-like chemosensory cell because these cells express type 2 taste cell markers, such as POU domain class 2 transcription factor 3 (POU2F3), alpha-gustducin (α-gust or GNAT3), and transient receptor potential cation channel subfamily M member 5 (TRPM5) [1,2]. Recent studies have shown that intestinal tuft cells activate group 2 innate lymphoid cells (ILC2) by secreting interleukin-25 (IL-25), followed by parasite infection [3,4,5]. Activated ILC2 secretes Th2 cytokines, such as IL-13 and IL-4, and promotes the hyperplasia of both tuft and goblet cells, leading to the mucous secretion and activation of intestinal motility, known as the “weep and sweep” response [5]. Other physiological functions of tuft cells in the gut are also proposed for functions such as to sense bitter compounds and succinate that will guide hyperplasia of tuft cells [6,7,8,9].

Although studies using a rodent model have shown that intestinal tuft cells trigger type 2 immune responses in the gut, whether similar functions exist in primates has not yet been investigated. Furthermore, biosynthetic enzymes of leukotrienes, prostaglandins, and acetylcholine (ACh) have been reported to be expressed in human intestinal epithelial cells [10]. However, the mechanism by which these molecules are released remains unclear. Choline acetyltransferase (ChAT), a synthetic enzyme of Ach, is a key enzyme for ACh production and is often used as a tuft cell marker in the body. While it has been reported that tuft cells in the trachea and airways release ACh by noxious or bitter stimuli to exclude these hazardous chemicals [11], the function of ACh from intestinal tuft cells remains elusive.

Recently, we reported on the generation of intestinal organoids from macaques to analyze the intestinal chemosensory cells of primates in vitro [12]. Since macaque organoids are able to differentiate into tuft cells by Th2 cytokines, this system provides a suitable model to explore the immune response of the intestinal epithelium in vitro. Therefore, in the present study, we investigated the response of the intestinal epithelium to Th2 cytokines using a macaque organoid system. Our data indicate that ACh accumulation in tuft cells correlates with the upregulation of ChAT transcripts triggered by Th2 cytokines. Furthermore, we propose that ACh secreted by tuft cells acts in a paracrine manner to positively regulate granule secretion from Paneth cells.

## 2. Results

### 2.1. Transcriptome Analysis of Macaque Intestinal Organoids after 72 h Culture in Differentiation Medium

We tested whether modified media could be used to culture macaque intestinal organoids. The organoids were maintained with the improved media using IGF-1 and FGF-2 (IF medium) (Figure 1). As a result, morphological changes were observed compared with cultures using the conventional medium with p38i (Figure S1a). We observed that the conventional method using p38i had a lower proliferation potential than the modified media using IGF-1 and FGF-2, especially when organoids were passaged (Figure S1a,b). Next, we examined whether cell differentiation could be induced by differentiation (DI) medium or DI medium with IL-4 (IL-4 medium), as described in the Materials and Methods (Figure 1a,b). Immunofluorescent studies showed that doublecortin-like kinase 1 (DCLK1) and serotonin (5HT), which are tuft cells and enterochromaffin cell markers [13,14,15], respectively, were rarely detected in IF medium, while the DI medium or IL-4 medium upregulated the expression of both (Figure S1c,d). 

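*DCLK1* mRNA was also measured by RNA-seq in 3 organoid cultures per medium. Normalized for library size, it stood at 0.449 ± 0.185 CPM (its share of the library's counts on a common scale; mean ± SD, n = 3) in IF medium, 3.40 ± 1.10 in DI medium and 1.56 ± 0.307 in IL-4 medium. The log2 fold change was 2.90 from IF to DI medium (standard error 0.329, adjusted p = 3.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.79 from IF to IL-4 medium (standard error 0.354, adjusted p = 0.00423 from the same edgeR test). Between DI and IL-4 medium it was −1.12 (standard error 0.278, adjusted p = 0.00727 from edgeR), so the mRNA was lower with IL-4 than in DI medium alone. With each of the 9 libraries left out in turn, that value stayed between −1.26 and −0.83, and in 6 of these 9 fits its adjusted p from edgeR lay between 0.0109 and 0.0315, above the limit of 0.01.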

IL-4 medium had a significant effect on DCLK1 expression (Figure 1d, Figure S1c,d). As the efficiency of cell differentiation into tuft cells by IL-4 induction was maintained at the same level as in our previous report (Figure S1c) [12], the IF conditions were used for subsequent experiments.

To observe transcriptional changes under three different culture conditions (IF, DI, and DI with IL-4), we performed RNA-Seq analysis. 

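RNA-seq libraries were made from 9 organoid cultures, 3 in each medium, and in the sample labels all 9 come from the jejunum of 1 Japanese macaque (*Macaca fuscata*), so the replicates are cultures and not animals. DI medium is IF medium without nicotinamide and EGF, and IL-4 medium is DI medium with 400 ng/mL of IL-4. The organoids spent 72 h in DI or IL-4 medium. The authors sequenced single-end reads, trimmed them with trim_galore and quantified them with kallisto, which assigns reads to transcripts without aligning each base, against predicted transcripts of the rhesus macaque. They deposited a whole-number count for each of 33960 gene symbols, with no normalization and no gene positions. The paper's text does not state how transcript estimates were summed to genes and made whole, and reads that near-identical genes share could have been split between them. The counts summed to 24363159, 24814810 and 25348000 in IF medium, 26151140, 20882330 and 22326444 in DI medium, and 22849080, 24802319 and 24484131 in IL-4 medium. The 10 most abundant genes took between 6.9% and 9.47% of a library's counts. From these counts, library sizes were normalized by the TMM method, 18340 genes passed edgeR's filter on low counts, and all 9 libraries were fitted in 1 model. A gene was called different at a fold change of at least 1.5 and an adjusted p of at most 0.01, the limits the paper uses. Gene lists for cell types were tested with limma's camera test, which asks whether a list's genes move together against all other genes, with adjustment over 22 list tests and a limit of 0.05. A count of 0 in all 3 libraries of a medium allows up to 3 counts, or 0.0403 CPM in IF, 0.0433 in DI and 0.0416 in IL-4 medium. These limits and the intervals on counts cover counting error only, because PCR copies of 1 molecule are counted as separate reads.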

Principal component analysis (PCA) showed that biological replicates from the same culture conditions fell into the same cluster, indicating that clusters represented distinct groups (Figure 1c).

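On log2 CPM of the 18340 genes tested, the first principal component held 46.5% of the variance and the second 21.7%. Along the first, the libraries lay at −15.9 ± 0.989 (mean ± SD, n = 3) in IF medium, 52.5 ± 1.70 in DI medium and −36.5 ± 3.97 in IL-4 medium. Along the second, they lay at 34.6 ± 3.33, −7.89 ± 6.72 and −26.7 ± 4.99, in the same order of media. The 3 media accounted for a share of 0.989 of the spread over both components (1-sided exact permutation test over all 280 divisions of the 9 libraries into 3 groups of 3, p = 0.00357, the smallest p these divisions can give). Over all genes tested, the mean profiles of IF and IL-4 medium were 65.0 apart (Euclidean distance on the log2 CPM scale), those of IF and DI medium 80.7, and those of DI and IL-4 medium 91.0. On CPM without a log, over all 27424 genes with a count, a setting chosen after seeing the data, the first component held 75.7% of the variance, with the mean of IL-4 medium at 7231, that of IF medium at −1518 and that of DI medium at −5712.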

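Of the 18340 genes tested, 984 were called higher and 1277 lower in IL-4 than in DI medium at the paper's limits on fold change and adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with its own size factors and Wald test, the tool named in the paper, called 1000 genes higher and 1230 lower, and 2133 genes were called by both tools in this comparison. The filter on low counts moved the numbers most. With at least 5 CPM required in at least 3 libraries, edgeR called 725 genes higher and 819 lower. Between DI and IF medium, 994 genes were called higher and 801 lower in DI medium, and between IL-4 and IF medium 465 were called higher and 320 lower in IL-4 medium, by the same test. The last of these counts, of genes lower in IL-4 than in IF medium, moved most with single libraries, and was 192 without IL-4 replicate 2 and 204 without IF replicate 1. In all, 277 genes were called higher in IL-4 than in both other media and 145 lower than in both. Of the 2261 genes called between IL-4 and DI medium, 1800 (79.6%) were not called between IL-4 and IF medium.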

Using volcano plot analysis, we identified 1197 genes that were significantly upregulated and 734 genes that were downregulated by IL-4 (FC ≥ |1.5| and FDR ≤ 0.01) (Figure S2). 

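Among the lineage genes, *MUC2*, a goblet cell mucin, rose from 19.4 ± 13.4 CPM (SD, n = 3) in DI medium to 191 ± 95.8 in IL-4 medium, a log2 fold change of 3.29 (standard error 0.525, adjusted p = 0.000354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts varied widely within a medium, with 98 in DI replicate 3 against 795 and 554 in the other DI libraries. Without DI replicate 3 the log2 fold change was 2.81, and it was highest, at 3.74, without DI replicate 1. *LYZ* rose from 5.46 ± 0.585 to 13.7 ± 2.59 CPM, a log2 fold change of 1.32 (standard error 0.149, adjusted p = 2.42e-05 from edgeR). The Paneth cell defensin *DEFA6* belongs to a family of similar genes, so its counts are uncertain. It stood at 1.12 ± 0.503 CPM in DI and 2.14 ± 0.381 in IL-4 medium, a log2 fold change of 0.93 (standard error 0.295) whose adjusted p from edgeR was 0.0254, above the limit, and 0.00357 without DI replicate 2. *TFF3* was not called between these media. It stood at 11.9 ± 3.64 CPM in DI and 7.78 ± 1.13 in IL-4 medium, a log2 fold change of −0.62 (standard error 0.205, adjusted p = 0.0330 from edgeR), and without DI replicate 3 it was called lower in IL-4 medium, at −0.85. For *ALOX5*, with 9.17 ± 1.55 CPM in DI and 11.3 ± 1.17 in IL-4 medium, the log2 fold change of 0.31 was not past the limit either (standard error 0.138, adjusted p = 0.0998 from edgeR).

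**Figure D1:**
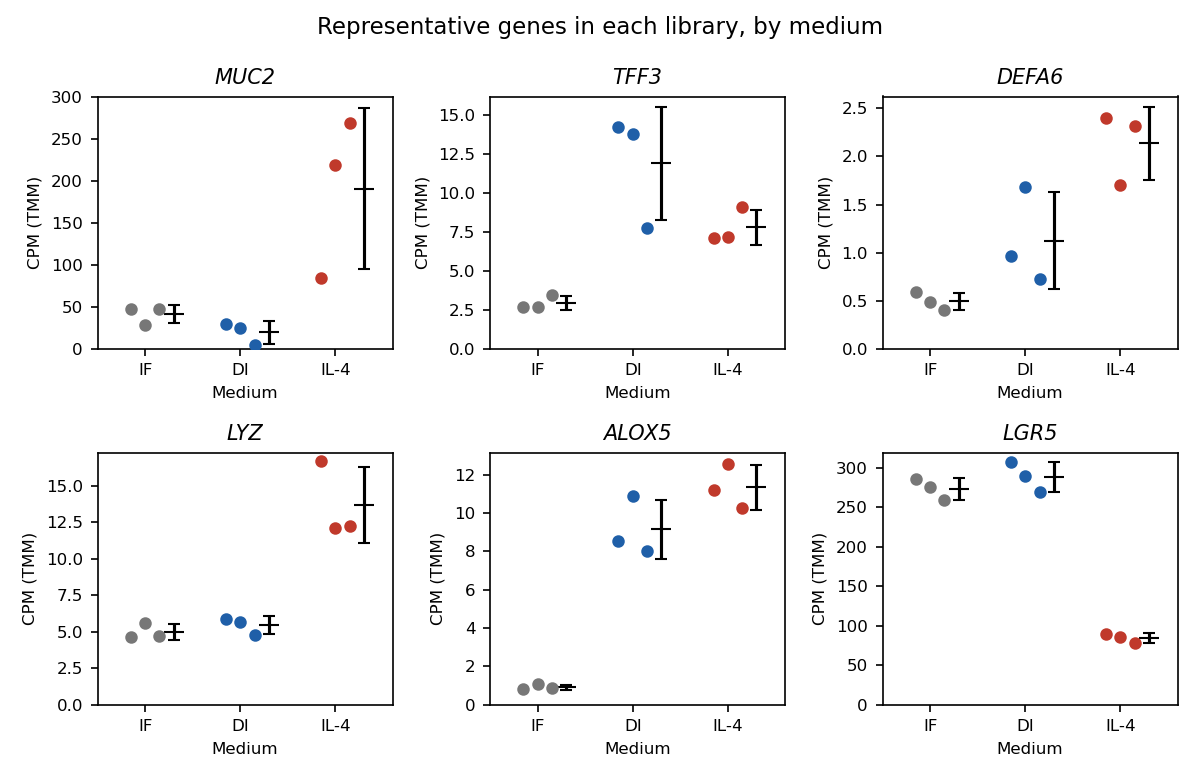
Normalized counts (CPM, vertical axis) of 6 genes in IF, DI and IL-4 medium, with 1 point per library and a bar for the mean ± SD of 3 libraries. *MUC2*, at 191 CPM on average, was highest in IL-4 medium with wide spread between its libraries, and *LGR5* was lowest there, at 84.5 CPM.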

The representative genes within the upregulated genes were *Mucin 2* (*MUC2), Trefoil Factor 3 (TFF3), Defensin Alpha 6 (DEFA6), Lysozyme (LYZ), Arachidonate 5-Lipoxygenase (ALOX5)*, and *CHAT*. *Leucine-rich repeat G-protein-coupled receptor* (*LGR5)* was identified as one of the downregulated genes. 

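*LGR5* stood at 273 ± 13.7 CPM (SD, n = 3) in IF medium, 289 ± 19.1 in DI medium and 84.5 ± 6.14 in IL-4 medium. The log2 fold change from DI to IL-4 medium was −1.77 (standard error 0.0735, adjusted p = 6.79e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between −1.82 and −1.72 with each library left out in turn. From IF to DI medium it was 0.08 (adjusted p = 0.424 from edgeR), so IF and DI medium did not differ beyond the error. Other intestinal stem cell genes did not all move with it. In a list of 12 such genes, 3 were called lower in IL-4 than in DI medium and 1 higher, the same counts when adjusted over the list alone, with a median log2 fold change of −0.22 (limma's camera test, adjusted p = 0.161), and the list was called without DI replicate 2, at −0.32. Beside *LGR5*, *RGMB* and *CDCA7* fell by 2.10 and 0.81 on the log2 scale, and *TNFRSF19* rose by 1.41 (adjusted p = 3.53e-10, 4.49e-07 and 0.000620 from edgeR). *RGMB* had risen by 1.74 from IF to DI medium. From IF to IL-4 medium it was not called, at −0.36, while *LGR5* and *CDCA7* were called lower, at −1.69 and −0.78. *SMOC2* was called higher there, at 1.89. From DI to IL-4 medium *SMOC2* rose by 0.53, short of the limit on fold change except without DI replicate 1, where it was called at 0.59. *OLFM4* was not called from DI to IL-4 medium, with a log2 fold change of −1.12 (adjusted p = 0.0620 from edgeR). It was called lower in IL-4 medium without IL-4 replicate 1, at −1.95, while its value was −0.80 without IL-4 replicate 3. A list of 16 genes of dividing cells had no gene called from DI to IL-4 medium. Its median log2 fold change was 0.13 (limma's camera test, adjusted p = 0.352), and the list was called without DI replicate 3, at 0.17.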

Next, to gain further insights into the transcriptional changes in each group, transcriptome data were subjected to heatmap analysis. We compared the gene expression patterns of 88 genes reported as tuft cell markers (Supplementary Data 1) [16]. As a result, 30 genes, including *POU2F3, TRPM5, DCLK1, Phospholipase C-beta-2* *(PLCb2), Phospholipase C-gamma-2* *(PLCg2), Interleukin-17 receptor B (IL17RB), ALOX5*, and *CHAT,* were found to be abundantly expressed under IL-4-induced conditions compared with IF or DI conditions (Figure 1d). In contrast, we failed to detect *GNAT3* and *IL-25*, which are tuft cell markers in mouse [17], owing to their low transcript levels.

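All 88 genes of the tuft cell list are in the count table, and 69 passed the filter on low counts. The mean of these 69 genes was highest in DI medium for 35, in IF medium for 21 and in IL-4 medium for 13. Between IL-4 and DI medium, 5 were called higher in IL-4 medium and 15 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), or 6 and 15 when adjusted over the list alone. Between IL-4 and IF medium, 18 were called higher in IL-4 medium and 1 lower, and 17 of these 18 were not called higher than in DI medium. In all, 22 were called higher in IL-4 medium than in IF or DI medium. Between DI and IF medium, 25 were called higher in DI medium and 10 lower, or 26 and 10 when adjusted over the list alone. Of the 69 genes, 40 were called in at least 1 of these comparisons. Only *IL17RB*, at 3.72 ± 1.44 CPM (SD, n = 3) in IF, 3.18 ± 0.0917 in DI and 10.1 ± 1.3 in IL-4 medium, was called higher in IL-4 than in both other media. Without the filter on low counts, or with IF replicate 1, 2 or 3, DI replicate 3 or IL-4 replicate 1 left out, *PTPRC* was called so as well. The log2 fold change of *IL17RB* against DI medium was 1.67 (standard error 0.220, adjusted p = 8.33e-05 from edgeR). *TRPM5* stood at 10.9 ± 1.95 CPM in DI and 13.5 ± 0.689 in IL-4 medium, a log2 fold change of 0.31 (standard error 0.129, adjusted p = 0.0814 from edgeR), and *PLCG2* at 21.9 ± 2.90 and 24.7 ± 3.19 CPM, a log2 fold change of 0.18 (standard error 0.113, adjusted p = 0.249 from edgeR), and neither was called. With each library left out in turn, *TRPM5* ranged from 0.21 without DI replicate 3 to 0.47 without DI replicate 1, and *PLCG2* from 0.082 without IL-4 replicate 3 to 0.28 without DI replicate 2. The median log2 fold change of the list was −0.15 from DI to IL-4 medium (limma's camera test, adjusted p = 0.373), between −0.23 without IL-4 replicate 2 and −0.072 without DI replicate 2, and 0.25 from IF to DI medium (limma's camera test, adjusted p = 0.00396), where it was 0.41 without IF replicate 2. Over all the gene lists, camera called 4 tests, the enteroendocrine list in both comparisons, the tuft list from IF to DI medium and a list of IL-4 response genes from DI to IL-4 medium. All 4 held under fry, a rotation test that keeps the correlation between genes, while with the correlation estimated from the data only those of the enteroendocrine list held.

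**Figure D2:**
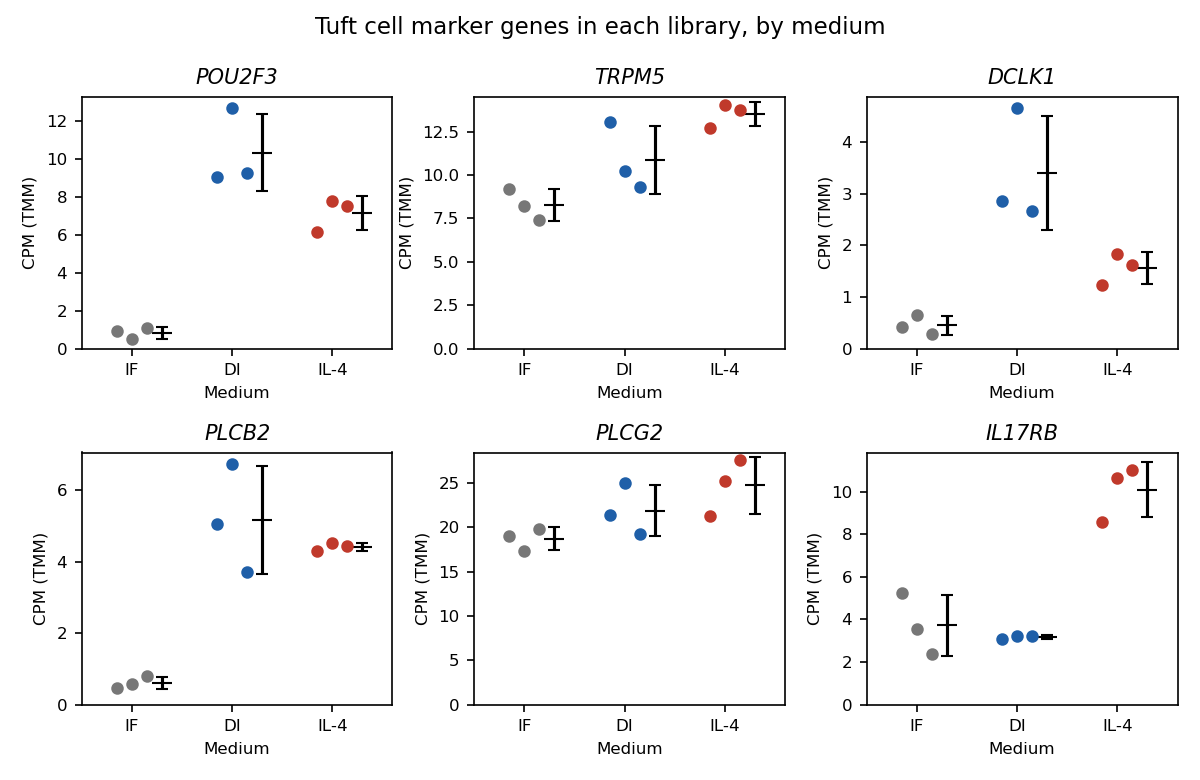
Normalized counts (CPM, vertical axis) of 6 tuft cell genes in IF, DI and IL-4 medium, with 1 point per library and a bar for the mean ± SD of 3 libraries. *IL17RB* was highest in IL-4 medium, at 10.1 CPM, while *POU2F3* and *DCLK1* were highest in DI medium, at 10.4 and 3.40 CPM.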

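*GNAT3* had 8 counts in all over the 3 DI libraries, 2 over the 3 IL-4 libraries and none over the 3 IF libraries. The ratio of IL-4 to DI medium, 0.240 after allowing for library size, had a 95% interval from 0.0249 to 1.2 (exact binomial), so no difference was detectable at this depth. *IL25* had 0 counts in all 9 libraries.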

To substantiate transcriptional regulation by Th2 cytokines, IL-13 was also added to the culture medium, and the expression of tuft cell marker proteins and transcripts was analyzed by immunohistochemistry and RNA-Seq. The results showed that both protein and gene expression patterns were similar to those stimulated by IL-4, indicating that IL-13 also induces tuft cell differentiation (Figure S3a,b).

### 2.2. Confirmation of RNA-Seq Results by Semi-Quantitative RT-PCR

To confirm the results of RNA-Seq, we performed a semi-quantitative reverse transcription polymerase chain reaction (RT-PCR). 

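In RNA-seq, *POU2F3*, a transcription factor of tuft cells, and *PLCB2* had the same order of media by their means. *POU2F3* stood at 0.829 ± 0.308 CPM (SD, n = 3) in IF medium, 10.4 ± 2.04 in DI medium and 7.16 ± 0.878 in IL-4 medium, and *PLCB2* at 0.609 ± 0.174, 5.19 ± 1.51 and 4.43 ± 0.114 CPM. Both rose from IF to DI medium, with log2 fold changes of 3.63 and 3.07 (adjusted p = 4.49e-07 and 3.66e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From DI to IL-4 medium, neither was called. The log2 fold change was −0.53 for *POU2F3* (standard error 0.183, adjusted p = 0.0388 from edgeR) and −0.23 for *PLCB2* (standard error 0.207, adjusted p = 0.428 from edgeR), and that of *PLCB2* was −0.000673 without DI replicate 2 and −0.41 without DI replicate 3. Against IF medium, IL-4 medium was higher by 3.10 and 2.85 on the log2 scale (adjusted p = 3.16e-06 and 1.56e-05 from edgeR).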

The expression patterns of tuft cell markers (*DCLK1*, *POU2F3*, *CHAT*, and *PLCb2*) were comparable to the results obtained from RNA-Seq (Figure 2a–d). The expression of a goblet cell marker (*MUC2*) and Paneth cell markers (*LYZ* and *DEFA6*) was significantly increased by IL-4 induction, while that of a stem cell marker (*LGR5*) was decreased (Figure 2e–h). *MUC2*- and *DEFA6*-positive cells were also increased in organoids induced by IL-4 (Figure S4). However, we failed to detect any change in the expression of the enterocyte marker (*Solute Carrier Family 5 Member 1*; *SLC5A1)* between the DI and IL-4 groups (Figure 2i). 

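*CHGA*, the enteroendocrine marker chromogranin A, stood at 148 ± 18.8 CPM (SD, n = 3) in IF medium, 935 ± 71.4 in DI medium and 134 ± 22.5 in IL-4 medium by RNA-seq. Its log2 fold change was 2.66 from IF to DI medium and −2.81 from DI to IL-4 medium (standard errors 0.123 and 0.124, adjusted p = 3.06e-08 and 9.56e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and IL-4 and IF medium did not differ (adjusted p = 0.466 from edgeR). Of 24 enteroendocrine genes in a list, 19 were tested. Of these, 18 were called higher in DI than in IF medium and 18 lower in IL-4 than in DI medium, the same counts when adjusted over the list alone. The median log2 fold change of the list was −2.81 from DI to IL-4 medium (limma's camera test, adjusted p = 1.44e-13). *NEUROG3*, which sets the enteroendocrine fate, fell from 12.7 ± 0.705 to 0.973 ± 0.0892 CPM, a log2 fold change of −3.70 (standard error 0.148, adjusted p = 5.96e-09 from edgeR).

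**Figure D3:**
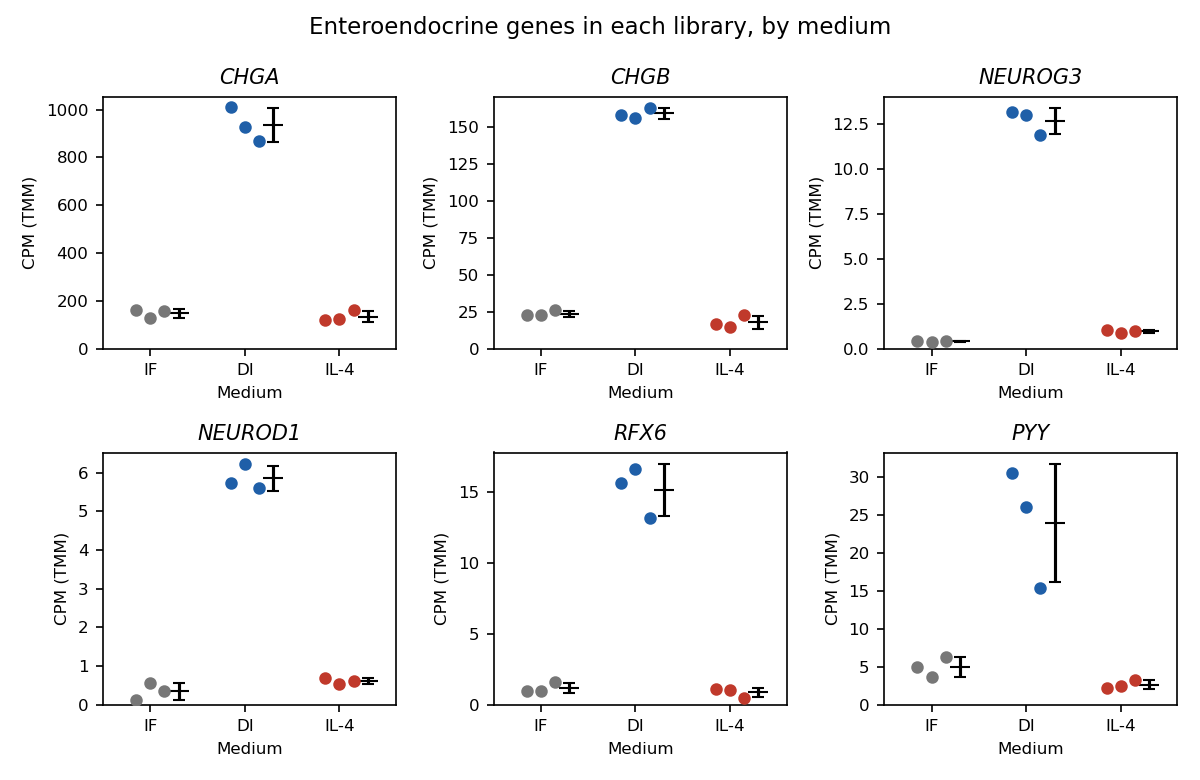
Normalized counts (CPM, vertical axis) of 6 enteroendocrine genes in IF, DI and IL-4 medium, with 1 point per library and a bar for the mean ± SD of 3 libraries. All 6 were highest in DI medium, where *CHGA* stood at 935 CPM.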

Although the expression of enteroendocrine cell marker (*Chromogranin A*; *CHGA*) appeared to increase in the IL-4 group (Figure 2j), this change was marginal in the RNA-Seq analysis (data not shown).

### 2.3. ChAT and Ach Are Upregulated by IL-4

RNA-Seq analysis revealed that *ChAT* expression was upregulated when induced by IL-4 (Figure 3a). 

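*CHAT*, which encodes choline acetyltransferase, was too low for edgeR's filter. Its counts were 0, 1 and 0 in the IF libraries, 9, 13 and 8 in the DI libraries, and 5, 2 and 5 in the IL-4 libraries. Over 3 libraries per medium this made 30 counts in DI and 12 in IL-4 medium, a ratio of 0.385 after allowing for library size (95% interval from 0.179 to 0.774, exact binomial). Every IL-4 library was below every DI library (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 ratio, computed without a test because the gene was filtered out, was −1.24, and it stayed between −1.46 and −0.90 with each library left out in turn. Without the filter, edgeR's quasi-likelihood test gave a log2 fold change of −1.21 with a Benjamini-Hochberg adjusted p of 0.174, and DESeq2 gave −1.24 with an adjusted p of 0.298. The paper states from Figure 3a that *CHAT* mRNA is raised by IL-4, and reports a comparable pattern of *CHAT* by semi-quantitative RT-PCR. It places the protein in tuft cells by immunohistochemistry. Because the enzyme is key to ACh biosynthesis, the paper proposes that the organoids synthesize ACh, which it then measures.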

Immunohistochemical analysis using macaque intestinal tissues and organoid cultures showed that ChAT and DCLK1 were co-expressed in tuft cells (Figure 3b). ChAT immunoreactivity was not observed in the 5HT-positive enteroendocrine cells (Figure S5). As ChAT is a key enzyme responsible for the biosynthesis of ACh [18], we speculated that macaque organoids synthesize ACh. Therefore, we attempted to quantify ACh in organoids by HPLC/MS analysis (Figure 3c). The ACh concentration was evaluated from the standard curve of d4-ACh, as described in the Materials and Methods. From the standard curve, the ACh concentration range was 2.27–183.50 nM (0.4 to 33.3 ppb of ACh-Cl). We also measured the ACh concentration of cytosolic samples prepared from the organoids of control (IF), differentiation (DI), or IL-4 induced (IL-4) conditions, and found that the average concentration of ACh in each culture condition was 7.58, 15.18, and 100.45 nM, respectively. The average value (*N* = 3) of ACh concentration was statistically analyzed, and a bar graph was generated to show that ACh was significantly up-regulated in IL-4-induced conditions compared with the other conditions (Figure 3d).

### 2.4. Granule Secretion Induced by ACh in Organoid Cultures

We observed ACh accumulation in the intestinal organoids of macaques when tuft cell differentiation was induced by IL-4. A previous study showed that Paneth cells express muscarinic ACh receptors [19]. Upon carbachol stimulation, Paneth cells release antimicrobial substances [20]. As carbachol is a synthetic agonist of the cholinergic receptor, we speculated that ACh could also stimulate granule secretion from Paneth cells. Thus, we investigated the effect of ACh on Paneth cells using mouse organoids with distinguishable vesicles in Paneth cells. Upon the basolateral stimulation of mouse intestinal organoids with 10 µM ACh, we detected the release of vesicular contents from Paneth cells (Figure 4a and Video S1). This phenomenon lasted for 5 min, until the area of granules in Paneth cells was significantly decreased compared with the control PBS stimulation (Figure 4b).

## 3. Discussion

We have recently reported on the generation of intestinal organoids from macaques [12] by modifying the original culture method of the human intestine, as described by Sato et al. [21]. Recently, an improved method that replaced the p38 inhibitor (SB202190), as used in the original protocol, with IGF-1 and FGF-2 was reported by Fujii et al. [22]. As a result, we introduced an improved method to confirm cell proliferation and differentiation (Supplementary Figure S1). With the improved culture conditions using IGF-1 and FGF-2, we tested whether Th2 cytokine stimulation promotes cell differentiation, as previously reported [12]. RNA-seq analysis and RT-PCR showed that IL-4 and IL-13 strongly induced tuft and goblet cell marker gene expression. 

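Of 15 goblet cell genes in a list, 12 were tested, and 5 were called higher and 1 lower in IL-4 than in DI medium (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 5 and 3 when adjusted over the list alone. The median log2 fold change of the list was 0.38 (limma's camera test, adjusted p = 0.373), between 0.16 without DI replicate 3 and 0.64 without DI replicate 2, so the list as a whole was not called. Beside *MUC2*, the secreted goblet cell proteins *CLCA1* and *FCGBP* rose from 3.57 ± 1.89 and 68.7 ± 27.5 CPM (SD, n = 3) in DI medium to 143 ± 25.3 and 331 ± 111 in IL-4 medium. Their log2 fold changes were 5.32 and 2.27 (standard errors 0.269 and 0.305, adjusted p = 3.02e-08 and 9.40e-05 from edgeR). *ITLN1* rose by 2.99 on the log2 scale from a low level (adjusted p = 9.79e-05 from edgeR). The transcription factor *SPDEF* fell by 1.13 (adjusted p = 0.000485 from edgeR). *ATOH1*, needed for all secretory cells, had a log2 fold change of −0.74 (standard error 0.214, adjusted p = 0.0161 from edgeR) and was called lower in IL-4 medium only without IL-4 replicate 2, at −0.998.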

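In a list of Paneth cell genes, 7 genes were tested, and the list did not move as a whole from DI to IL-4 medium. Its median log2 fold change was 0.18 and its mean −0.26, and limma's camera test pointed upward with an adjusted p of 0.811. The median was −0.017 without DI replicate 1 and 0.62 without DI replicate 3. Beside *LYZ*, *REG3G* was called higher in IL-4 medium, at a log2 fold change of 2.18 (standard error 0.324, adjusted p = 0.000211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 3 called genes of the list were lower in IL-4 medium. *PLA2G2A*, *REG1B* and *PRSS2* fell by 2.83, 2.28 and 1.3 on the log2 scale (adjusted p = 0.000440, 0.00214 and 0.00841 from edgeR). *REG1B* and *PRSS2* belong to families of near-identical genes and their counts are uncertain. *PRSS2* lost its call without any 1 of 6 libraries (DI replicates 1 and 2, IF replicates 1 and 3, IL-4 replicates 1 and 2), with log2 fold changes from −1.32 to −0.97, as it did with DESeq2 and in a fit of DI and IL-4 medium alone, at −1.3 and −1.31, and *REG1B* lost its call without IL-4 replicate 2, at −2.19. Adjusted over the list alone, 3 genes were called higher and 3 lower.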

Marker genes for Paneth cells, such as lysozyme (*LYZ*) and defensin alpha 6 (*DEFA6*), were also increased, while the stem cell marker gene *LGR5* was downregulated. However, it remains unclear whether IL-4 and IL-13 have positive effects on enterocytes and endocrine differentiation.

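*SLC5A1*, a glucose transporter of enterocytes, stood at 309 ± 34.2 CPM (SD, n = 3) in DI and 269 ± 38.9 in IL-4 medium, a log2 fold change of −0.20 (standard error 0.110, adjusted p = 0.183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called. Its value was −0.32 without IL-4 replicate 3 and −0.098 without IL-4 replicate 1. Of 16 enterocyte genes in a list, 13 were tested, and 1 was called higher and 3 lower in IL-4 than in DI medium, the same counts when adjusted over the list alone. The median log2 fold change was −0.30 (limma's camera test, adjusted p = 0.373), between −0.51 without DI replicate 1 and −0.098 without IL-4 replicate 1. The 3 genes called lower were *LCT*, *SI* and *APOB*, with log2 fold changes of −3.92, −3.17 and −2.15 (adjusted p = 9.19e-05, 2.73e-05 and 2.15e-08 from edgeR), and the gene called higher was *DGAT1*, at 0.75 (adjusted p = 0.000254 from edgeR). *FABP1* had 21.9 ± 16.1 CPM in DI medium, and its log2 fold change of −1.43 was not called (adjusted p = 0.0216 from edgeR). Without DI replicate 3, or without the filter on low counts, *FABP1* was called, at −1.87 and −1.41, while without DI replicate 2 it was −0.79 and not called.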

The data obtained using macaque organoids in the present study clearly support previous reports that tuft cells and goblet cells are induced by IL-4 and IL-13 [5,7,8]. In mouse studies, these Th2 cytokines are secreted from ILC2 in response to IL-25 produced by tuft cells and form tuft cell-ILC2 circuits [3,5,16]. In the present study, however, we failed to detect IL-25 transcripts in organoids treated with IL-4 or IL-13. Therefore, whether intestinal tuft cells are a major source of IL-25 in primate intestinal epithelia remains unclear. A recent study found that cysteinyl leukotrienes (cysLTs) synthesized by ALOX5 induced ILC2 activation, as well as IL-25 [23]. In our experiments, ALOX5 mRNA was increased in the IL-4-induced organoids. This indicates the possibility that cysLTs are utilized as drivers of type 2 immune responses in the macaque intestine. 

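From IF medium, where *ALOX5* stood at 0.896 ± 0.136 CPM (SD, n = 3), the gene rose in DI medium with a log2 fold change of 3.34 and in IL-4 medium with 3.65 (standard errors 0.183 and 0.182, adjusted p = 9.82e-08 and 5.14e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ALOX5AP*, whose product presents arachidonic acid to the enzyme, stood at 4.05 ± 0.666 CPM in IF, 22.1 ± 0.742 in DI and 12.8 ± 0.688 in IL-4 medium, and its log2 fold change from DI to IL-4 medium was −0.78 (standard error 0.102, adjusted p = 7.53e-05 from edgeR). *LTC4S*, the gene of the leukotriene C4 synthase, was low in all media and not called, at 0.577 ± 0.341 CPM in DI and 0.364 ± 0.217 in IL-4 medium (adjusted p = 0.350 from edgeR). Of the prostaglandin synthase genes, *PTGS1* rose by 0.73 and *PTGS2* fell by 1.19 on the log2 scale (adjusted p = 0.000375 and 0.000766 from edgeR). Over the 7 tested genes of leukotriene and prostaglandin synthesis and reception, 1 was called higher and 2 lower in IL-4 than in DI medium, the same counts when adjusted over the list alone, with a median log2 fold change of 0.17 and a mean of −0.17 (limma's camera test, direction upward, adjusted p = 0.823).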

Notably, we failed to detect GNAT3, a tuft cell marker, in organoids stimulated with IL-4 or not, suggesting that GNAT3 is not a major component of tuft cells in macaques. Further studies are needed to unveil type 2 immunity system in the gut including interaction of IL-4/13 with other type 2 cytokines such as IL-31 and IL-33 [24].

There are some notable discrepancies between the results of previous studies using rodents and our study using macaques. In the present study, using macaque organoids, we observed the upregulation of genes selectively expressed in Paneth cells upon organoid stimulation by IL-4. On the other hand, using mice organoids, it has been reported that IL-4 induction suppresses gene expression in Paneth cells [25]. These differences suggest that the responses to cytokines differ between rodents and primates.

By quantifying ACh using HPLC/MS, we observed the accumulation of ACh in the organoids induced by IL-4. As most of the ChAT-immunoreactive tuft cells detected within organoids are tuft cells (Figure 3b), it is natural to speculate that ACh accumulation by IL-4 induction occurs within tuft cells. The question remains as to what the role of ACh is in tuft cells. It has also been reported that ACh secreted from tracheal tuft cells regulates mucociliary clearance in the airway [11,26,27]. We demonstrated for the first time in vitro that ACh triggers the release of antimicrobial peptides (AMPs) granules from Paneth cells in mouse intestinal organoids. This result was consistent with a previous report that Paneth cells are regulated by cholinergic stimuli [20,28]. Therefore, our findings suggest that ACh produced by tuft cells play a role in the secretion of granules from Paneth cells through paracrine stimulation (Figure 4c). The mechanism by which intestinal tuft cells secrete ACh is not well understood because of the missing link between ChAT-producing tuft cells and ACh vesicular transporters in the intestine. In general, the vesicular acetylcholine transporter (VAChT) is present where ChAT is expressed to load ACh in presynaptic vesicles [29]. 

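VAChT is encoded by *SLC18A3*, which had 8 counts in all over the 3 DI libraries and none over the 3 IF and the 3 IL-4 libraries. Set against the 3 counts that a count of 0 allows over the medium, it was at least 2.77-fold lower in IL-4 than in DI medium. That limit takes the 8 DI counts as exact and leaves out their counting error. The limit also rests on 1 library, because DI replicate 2 had 6 of the 8 counts, and the 2 counts left without it give no such limit. The 2-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The choline transporter gene *SLC5A7* had 0 counts in all 9 libraries. Of 19 genes of ACh synthesis, transport, breakdown and reception, 7 were tested, and their median log2 fold change from DI to IL-4 medium was 0.35 and their mean 0.19, while the direction in limma's camera test was downward (adjusted p = 0.703). The median changed sign, to between −0.072 and −0.00861, without any 1 of 6 libraries (IF replicates 1, 2 and 3, DI replicate 3, IL-4 replicates 1 and 3), and was −0.76 without the filter on low counts. In this list *ACHE* was called higher in IL-4 medium, at 0.99, and *CHRM3* and *SLC44A1* lower, at −0.77 and −0.61 (adjusted p = 0.00386, 2.34e-06 and 3.58e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the same counts when adjusted over the list alone. *ACHE* lost its call without DI replicate 2 or IL-4 replicate 3, at 0.85 and 0.65, and in a fit of DI and IL-4 medium alone, at 0.98, and *SLC44A1* lost its call without DI replicate 3 or IL-4 replicate 3, at −0.56 and −0.58.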

The fact that no enrichment of VAChT mRNAs in the IL-4-induced organoids was observed suggests that intestinal tuft cells accumulate and secrete ACh by a molecular mechanism that differs from the conventional method using VAChT. However, further studies are needed to identify and confirm the regulatory mechanism of ACh secretion by intestinal tuft cells.

Paneth cells release antibacterial substances, such as defensins and lysozyme, to protect against invasion of foreign substances [28,30]. This phenomenon was observed in mouse intestinal organoids when LPS or bacteria were exposed to intestinal organoids [20]. Other studies have suggested that ACh is provided from vagal nerves so that local neurons also have the potential to stimulate Paneth cells [31].

Overall, we concluded that ACh production and accumulation are promoted by Th2 cytokines in macaque tuft cells. Our data provide useful insights into the function of ACh evoked by the immune response of tuft cells.

## 4. Materials and Methods

### 4.1. Animals

Three macaques (*Macaca mulatta* and *Macaca fuscata*, 0–6 years old) were used in the experiments. The study was approved by the Animal Welfare and Animal Care Committee of the Primate Research Institute, Kyoto University (permit numbers 2018-006 (1 April 2018), 2019-039 (1 April 2019), 2020-R2-A18 (1 April 2020)).

Two wild type (WT) C57BL/6 mice were purchased from CLEA Japan Inc. (Tokyo, Japan), housed and cared for under the “Guiding Principles in the Care and Use of Animals,” published by the Animal Care Committee of Tokyo University of Agriculture (#300111, 13 December 2018).

### 4.2. Preparation of Organoid Culture Media

For the organoid culture, Wnt3a-conditioned medium (Wnt3a-CM) was prepared using L1 cells and R-Spondion2-CM was prepared using HEK293T cells, as previously described [32,33]. The culture medium was prepared as follows. The basal medium and conventional proliferation medium, including SB202190 (FUJIFILM WAKO Pure Chemical Corporation, Osaka, Japan), were prepared as previously described [12]. Because an improved medium, with IGF-1 and FGF-2 instead of a p38 MAPK inhibitor (p38i) [22], was used for human organoid culture, we tested whether the improved media could be used in macaque organoids. The modified proliferation medium (IF condition) was prepared by supplementing the basal medium with 50% Wnt3a-CM, 10% R-Spondin2-CM, 0.5% (*w*/*v*) Albumax I Lipid-Rich BSA (Thermo Fisher Scientific, Waltham, MA, USA), 100 ng/mL recombinant human Noggin (Proteintech, Rosemont, IL, USA), 100 ng/mL recombinant human IGF-1 (FUJIFILM WAKO Pure Chemical Corporation), 50 ng/mL recombinant human FGF-basic (FGF-2) (FUJIFILM WAKO Pure Chemical Corporation), 500 nM A83-01 (FUJIFILM WAKO Pure Chemical Corporation), 1 mM N-acetylcysteine (Sigma-Aldrich, St. Louis, MO, USA), 10 nM human [Leu^15^]-gastrin 1 (Sigma-Aldrich), 10 mM nicotinamide (FUJIFILM WAKO Pure Chemical Corporation), and 50 ng/mL recombinant human EGF (Sigma-Aldrich). The differentiation medium (DI condition) was prepared by removing nicotinamide and EGF from IF condition. For organoid differentiation into tuft cells, 400 ng/mL IL-4 or 40 ng/mL IL-13 (PeproTech, Cranbury, NJ, USA) were added to the DI condition (IL-4 or IL-13).

### 4.3. Crypt Isolation and Organoid Culture from Macaques

Crypt isolation from the small intestinal samples (jejunum) and crypt embedding in Matrigel (CORNING, Corning, NY, USA) were performed as previously described [12]. After Matrigel polymerization, crypts were covered with medium of the IF condition. The medium was supplemented with 10 mM Y-27632 (Nacalai tesque, Kyoto, Japan) for the first three days of culture. The medium was replaced with fresh medium every two to three days. The organoids were passaged every six to nine days using TrypLE Express (Thermo Fisher Scientific) for dissociation into a single cell. In the differentiation culture of organoids, the organoids were cultured in the DI condition or IL-4 or IL-13 condition for 72 h after growth under the IF condition for six to nine days.

### 4.4. Immunostaining of Tissues and Organoids

Frozen tissue sections were prepared as follows. The intestinal samples obtained from macaques were shredded into small pieces and fixed with 4% paraformaldehyde for 1 h at 4 °C. Next, the tissue samples were replaced in 30% (*w*/*v*) sucrose (Nacalai tesque) in PBS at 4 °C and embedded in Tissue-Tek O.C.T Compound (Sakura Finetek Japan, Tokyo, Japan). Then, cryosections with a thickness of 12 μm were prepared using a CM1850 cryostat (Leica Microsystems, Wetzlar, Germany). The organoid samples were prepared as previously described [12], with some modifications. Briefly, the organoids were harvested in a 1.5 mL microtube by replacing Matrigel with cold DPBS. The organoids were fixed with 4% paraformaldehyde for 10–20 min and washed with DPBS.

Immunostaining was performed as follows. After incubation with blocking buffer (0.3% (*v*/*v*) Triton X-100 and 2% (*w*/*v*) normal donkey serum in DPBS) for 1 h at room temperature (for tissues) or overnight at 4 °C (for organoids), and then incubation with the primary antibodies described below overnight at 4 °C, primary antibodies were detected using 488 or 555 Alexa secondary antibodies (1:1000) (Thermo Fisher Scientific) for 1 h at room temperature (for tissues) or overnight at 4 °C (for organoids). Counterstaining of nuclei was performed using DAPI solution (1:1000) (FUJIFILM WAKO Pure Chemical Corporation). The following primary antibodies were used: rabbit anti-DCAMKL1 (DCLK1) (1:400) (abcam, Cambridge, UK), goat anti-5HT (1:1000) (Immunostar, Hudson, WI, USA), rabbit anti-MUC2 (1:400) (abcam), rabbit anti-DEFA6 (1:400) (Sigma-Aldrich), and goat anti-ChAT (1:400) (Sigma-Aldrich). Fluorescence images of the organoids were acquired using a confocal scanning microscope (FV-1200; Olympus, Tokyo, Japan). The TLC frequency was calculated from the Z-axis scanning images of the organoids.

### 4.5. RNA-Seq Analysis

Matrigel around the organoids was removed by washing with cold DPBS, and total RNA was purified using ISOGEN (Nippon Gene, Tokyo, Japan) or RNeasy Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Its quality was confirmed using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

RNA-seq of the organoids induced by IL-4 and IL-13 was performed as follows. The mRNA was isolated from approximately 300 ng of total RNA using the Dynabeads mRNA Purification Kit.

The sequencing library was prepared using the MGIEasy RNA Directional Library Prep Kit. Next, single-end sequencing was performed using the MGISEQ-2000 (DNBSEQ-G400) sequencing instrument, according to the manufacturer’s instructions, yielding 50 bp single-end reads. Base calling and the generation of FastQ files on the DNBSEQ-G400 was performed using Zebracall (version 1.0.7) provided by the manufacturer [34]. The read data were deposited in the DNA Data Bank of the Japan Sequence Read Archive (accession numbers GSE178817 and DRA011980).

The software trim_galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/, version 0.6.4_dev, accessed on 1 August 2019) was used for sequencing sequence quality control and adapter trimming. Gene expression was evaluated using fast aligner kallisto (https://pachterlab.github.io/kallisto/, version 0.45.0, accessed on 11 May 2019). A sequence database of Macaca mRNA was constructed using Macaca_mulatta.Mmul_8.0.1.cdna.abinitio.fa file retrieved from ENSEMBL.

Differentially expressed genes were identified using DESeq2 package (http://bioconductor.org/packages/release/bioc/html/DESeq2.html, version 1.26.0, accessed on 29 October 2019).

Clustering of the gene expression pattern of each group was visualized as a principal component analysis (PCA) using the R “prcomp” package and a heatmap using the R “pheatmap” package. Differentially expressed genes were identified using DESeq2 package (http://bioconductor.org/packages/release/bioc/html/DESeq2.html, version 1.26.0, accessed on 29 October 2019).

### 4.6. Semi-Quantitative Reverse Transcription-Polymerase Chain Reaction

The cDNA library was synthesized from 500 ng of total RNA (measured by NanoDrop UV spectrophotometer; Thermo Fisher Scientific) using the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific) and used as a template for RT-PCR using GoTaq polymerase (Promega, Madison, WI, USA) according to the manufacturer’s instructions. The primers were designed based on the mRNA sequences of *Macaca mulatta* (Supplementary Data 2). The products were electrophoresed on a 1.5% agarose gel and stained with ethidium bromide. The intensity of the bands was calculated using Image J (NIH) and normalized to G3PDH expression.

### 4.7. Preparation of the Organoid Samples for the Quantification of Acetylcholine Using HPLC/MS

Macaque organoids cultured with IF, DI, and IL-4 medium were collected after the differentiation culture and then washed with DPBS to remove the Matrigel completely. The organoids were then homogenized in TNE buffer (20 mM Tris-HCl, 150 mM NaCl, and 1 mM EDTA) with 0.1% Triton X-100 using a 23G needle. After centrifugation for 10 min at 15,000 rpm at 4 °C, the supernatants were collected and used as samples for HPLC/MS analysis.

### 4.8. Calibration Standard Preparation for HPLC/MS Analysis

Acetylcholine chloride (ACh-Cl) (Sigma-Aldrich, St. Louis, MO, USA) was used as a standard sample and acetylcholine-d4 chloride (d4-ACh) (FUJIFILM WAKO Pure Chemical) was used as an internal standard (IS) for calibration. An aqueous solution containing 1000 μg/mL of ACh-Cl or ACh-d4 was prepared as a stock solution. A series of 0.14, 0.41, 1.23, 3.7, 11.1, 33.3, and 100 ng/mL standard samples containing 1 ng/mL ACh-d4 were prepared from the stock solution. Each solution (100 μL) was placed into a 1.5 mL sample tube, to which methanol (250 μL) and chloroform (200 μL) were added. The resulting mixture was vortexed for 1 min and centrifuged at 15,000 rpm for 10 min at 4 °C. After centrifugation, 180 μL of the supernatant was collected in an autosampler vial, 20 μL of which was injected into the LC–MS/MS system. The calibration curve was generated by plotting the nominal concentrations of ACh against the peak area ratio of ACh-Cl to IS.

### 4.9. Pretreatment of Organoid Samples for HPLC/MS Analysis

A 50 μL aliquot of sample and 50 μL of IS solution (2 ng/mL) were placed into a 1.5 mL sample tube, to which methanol (250 μL) and chloroform (200 μL) were added for deproteinization. The obtained mixture was vortexed for 1 min and centrifuged at 15,000 rpm for 10 min at 4 °C. After centrifugation, 180 μL of the supernatant was collected in an autosampler vial, of which 20 μL was injected into the LC–MS/MS system.

### 4.10. Quantification of Acetylcholine Using HPLC/MS

LC-MS analyses were performed as follows. The resulting supernatant was analyzed using an HPLC-Orbitrap apparatus (Thermo Fisher Scientific). The HPLC conditions were as follows: Thermo Fisher Scientific Ultimate 3000; column: Imtakt Scherzo SS C-18 (150 mm × 5 mm, 3 µm, Imtakt Corporation, Kyoto, Japan); column oven: 30 °C; mobile phase (0.5% formic acid/45 mM ammonium formate–acetonitrile (65:35, v/v)): 0 min (90/10), 30–40 min (0/100), 41–60 min (90/10); flow rate, 0.4 mL/min. The Orbitrap conditions were as follows: Thermo Fisher Scientific Q Exactive Focus Orbitrap LC-MS/MS System; ionization mode: ESI (positive); measurement mode: SIM (selected ion monitoring, *m*/*z*: 146.11756 and 150.14266); heater temperature: 200 °C; spray voltage: 3.5 kV; capillary temperature: 350 °C; sheath gas: 50 L/h; auxiliary gas: 15 L/h; collision energy: 35 eV.

### 4.11. Imaging of Granule Secretion from Paneth Cells Using Organoids

Imaging of granule secretion was performed using mouse ileum organoids on day 3. The generation and culture of mouse intestinal organoids were performed as previously described [35]. The organoids suspended with Matrigel were transferred thinly onto a glass bottom dish (Greiner Bio-One). The dish was incubated on ice for 5 min to allow the organoids to drop to the bottom. Then, Matrigel was polymerized at 37 °C in a CO_2_ incubator. After polymerization, the organoids in Matrigel were covered with advanced Dulbecco’s modified Eagle medium/Ham’s F12 until analysis.

The DIC images of the Paneth cells before and after stimulation were acquired using a Leica DMI6000B microscope (Leica Microsystems) at 16 frame/s. The area of granules in Paneth cells was measured from differential interference contrast images before and after stimulation using Image J (NIH).

### 4.12. Statistical Analysis

All statistical analysis of data was performed on R packages. Tukey’s honest significant difference (Tukey’s HSD) test was used for the pairwise comparisons of the data, and statistically significant differences were found by one-way analysis of variance (ANOVA) (*p* < 0.05).

## Figures and Tables

**Figure 1:**
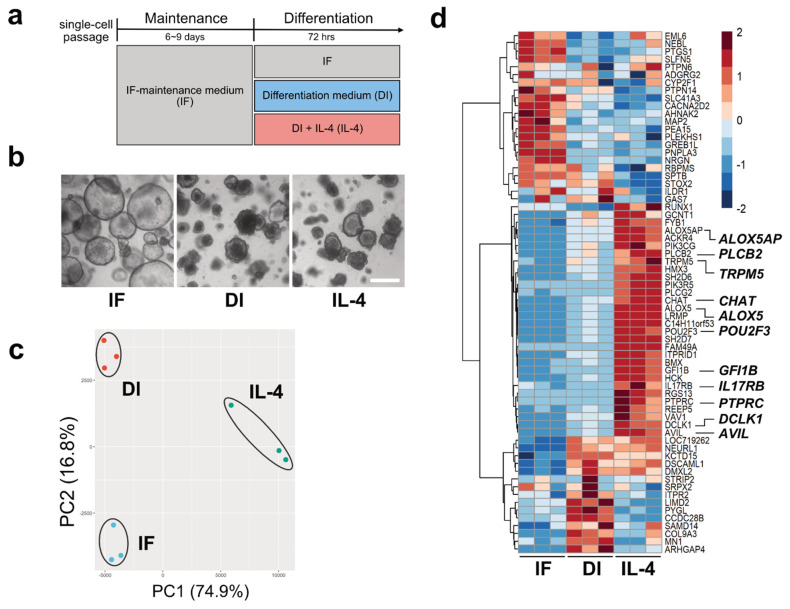
Tuft cell induction and verification. (**a**). The strategy of inducing tuft cells by changing culture media. (**b**) Representative images of the intestinal organoids cultured in three different media for 72 h. The morphology of the organoids cultured in differentiation (DI) or interleukin (IL)-4 media changed, becoming more shrunken or budding in shape, while organoids cultured under the IF media maintained a ball-like structure. Scale bar, 500 µm. (**c**). Principal component analysis (PCA) for the transcriptome profiles of the organoids cultured in control (IF), DI, and IL-4 medium. The scatter plots based on PCA scores of PC1 and PC2 represent the similarity among each biological replicate in three groups. (**d**). A heatmap of 67 DEGs for the tuft cell in the organoids cultured in IF, DI, or IL-4 medium. Colors indicate the relative expression levels based on row-wise z-score of transformed TPM values.

**Figure 2:**
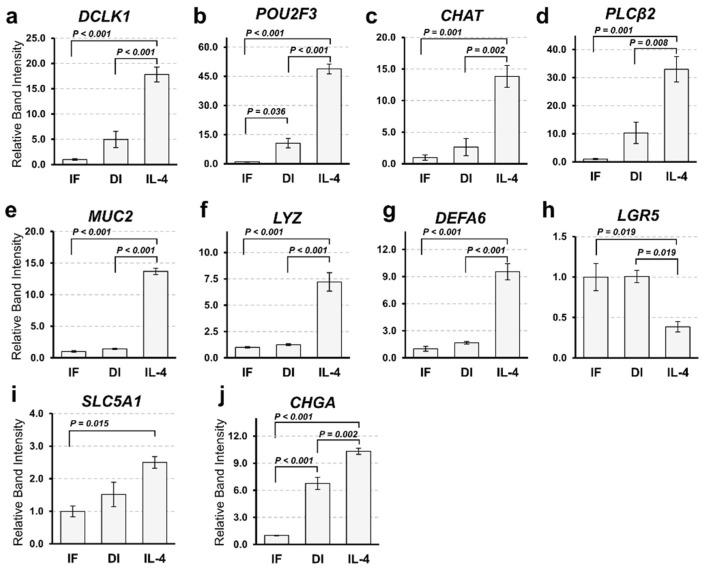
Gene expression analysis of intestinal markers by semi-quantitative reverse transcription polymerase chain reaction (RT-PCR). (**a**–**j**). Comparison of the expression marker genes under three different culture conditions. The mRNA expression of organoids cultured in IF, DI, or IL-4 media was subjected to semi-quantitative analysis. Marker genes of tuft cells (**a**–**c**), goblet cells (**e**), Paneth cells (**f**–**g**), intestinal stem cells (**h**), enterocytes (**i**), and enteroendocrine cells (**j**) were amplified by RT-PCR using gene specific primers. The expression level of each gene was examined by band intensity after electrophoresis. Data are shown as means ± SEM (*N* = 3); *p*-values are shown in each figure, Tukey’s honest significant difference (HSD), analysis of variance (ANOVA) *p* < 0.001 (**a**–**h**), *p* = 0.016 (**i**), and *p* = 0.012 (**j**).

**Figure 3:**
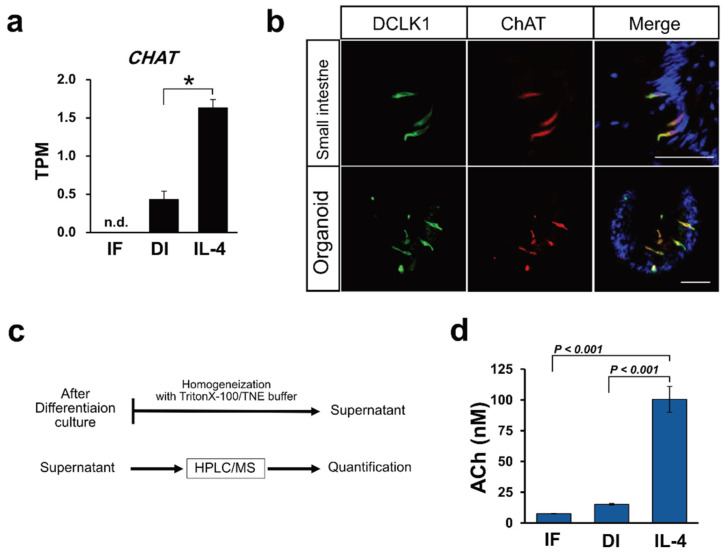
Acetylcholine production correlates with tuft cell differentiation. (**a**) CHAT mRNAs were induced by IL-4 induction. Data are shown as means ± SEM (*N* = 3); * adjusted *p*-value < 0.0001 vs. DI group, R package “DESeq2”. (**b**) Immunohistochemical analysis of tissues from the small intestine and from macaque organoids show that DCLK1 positive cells (green) and ChAT positive cells (red) were colocalized. Nuclei were stained with DAPI. Scale bar, 50 µm. (**c**). A schematic flow chart of ACh quantification. (**d**) Quantification of Ach in the organoids cultured in IF, DI, or IL-4 medium. Samples obtained from the organoids were analyzed by HPLC/MS and ACh level in each sample was calculated. Data are shown as means ± SEM (*N* = 3); *p*-values are shown in each figure, Tukey’s HSD.

**Figure 4:**
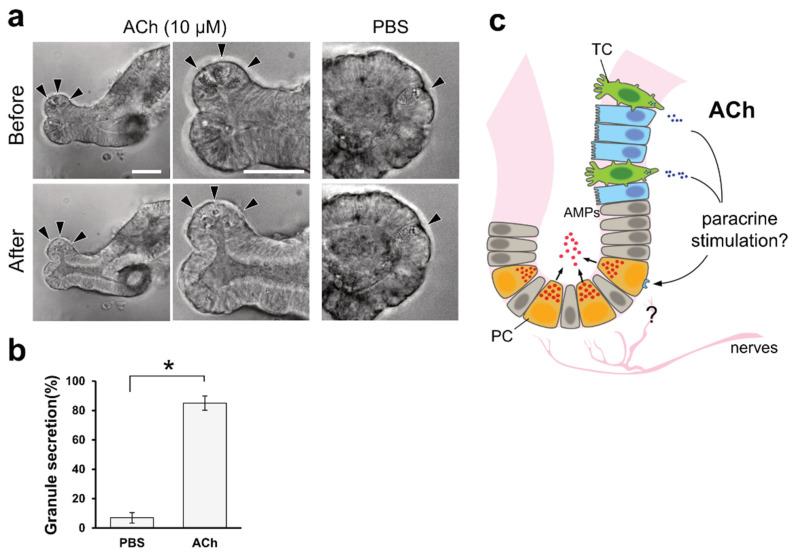
ACh induces granular secretion from Paneth cells in mouse intestinal organoids. (**a**). Representative images of Paneth cells (arrowheads) before and after 5 min of 10 µM ACh stimulation. PBS was used as a negative control. Granules in the apical part of the Paneth cells were released inside the organoid upon ACh stimuli, and very few granules were observed. Scale bar, 100 µm. (**b**). Granular secretion was statistically measured by calculating the area of granules, as described in the Materials and Methods. The secretion ratio was described as the ratio of the post-stimulation area to the pre-stimulation granule area. * *p* < 0.001, Welch’s *t*-test. (**c**). Hypothetical model derived from this study. ACh is basolaterally secreted from tuft cells and acts as a paracrine stimulus on Paneth cells to secrete granules that contain antimicrobial peptides in the intestine. TC, PC, and AMPs represent tuft cells, Paneth cells, and antimicrobial peptides, respectively.

## Data Availability

All the data are shown in the main manuscript and in the Supplementary Materials.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22157921/s1, Figure S1: Proliferation and differentiation balances could be altered by culture media composition; Figure S2: Statistical analysis of genes preferentially expressed in IL-4-induced macaque organoids; Figure S3: Transcriptional analysis of macaque intestinal organoids cultured with IL-13; Figure S4: IL-4 supplementation induces goblet and Paneth cells in addition to tuft cells; Figure S5: ChAT expression analysis by immunohistochemistry using macaque intestinal tissue; Video S1: The effect of Ach on mouse intestinal organoids; Supplementary Data 1: tuft cell marker genes; Supplementary Data 2: primer list.

# Supplementary material for: Interleukin-4 Promotes Tuft Cell Differentiation and Acetylcholine Production in Intestinal Organoids of Non-Human Primate
**Source:** Int J Mol Sci. 2021 Jul 24;22(15):7921. doi: 10.3390/ijms22157921
**Supplement:** Supplementary file 1

## Supplementary Materials

**Supplementary Figure S1. Proliferation and differentiation balances could be altered by culture media composition.** **a.** Representative images of the organoids cultured under the original conditions using a p38 inhibitor (p38i) and under new conditions using IGF-1 and FGF-2 (Primary: day 2 primary culture, Passaged: day 6 passaged organoids). Both culture conditions generated organoids, however, changes in the number and morphology of organoids were observed when passaged. Scale bar, 500  $\mu\text{m}$ . **b.** The number of organoids in each culture condition with the size over 150  $\mu\text{m}$  were counted and the ratio is shown by the percentage (%). \* $p=0.003$ , Welch's t-test ( $n=4$ ). **c.** Representative images of whole-mount immunohistochemistry of organoids cultured with indicated medium conditions (IF, DI, or IL-4; see details in Materials and Methods). Organoids were stained with antibodies against DCLK1 (green) and 5HT (red). It should be noted that these two markers were exclusive. DAPI was used to stain nuclei (blue). Arrowheads indicate DCLK1, and arrows indicate 5HT immunoreactive cells. Scale bar, 100  $\mu\text{m}$ . **c.** Quantification of DCLK1-positive cells (DCLK1+) and 5HT-positive cells (5HT+) under the different culture conditions as shown in (b). The number of positive cells per  $1.0 \times 10^3$  organoid cells is shown. Data were analyzed by ANOVA and Tukey's HSD tests (ANOVA  $p < 0.001$  (DCLK1) and  $p=0.02$  (5HT)) in the DCLK1+ (a or b,  $p < 0.001$ ) and 5HT+ (a' or b',  $p=0.018$ ), respectively ( $n=3$ ).

**Supplementary Figure S2. Statistical analysis of genes preferentially expressed in IL-4-induced macaque organoids.** Volcano plot analysis of the  $-\log_{10}$  (FDR) plotted against  $\log_2$  (fold changes) is shown. Red and blue plots represent the genes preferentially expressed in the culture medium supplemented with or without IL-4, respectively. ( $FC \geq |1.5|$ ,  $FDR \leq 0.01$ ; binominal (Wald) test with Benjamin-Hochberg correction).

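The volcano plot labels 28 genes. Of these, 25 passed the filter on low counts, and the log2 fold change from DI to IL-4 medium was above 0 for 13 and below 0 for 12, with 6 called higher and 5 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the labelled genes, *MUC6*, a mucin of pyloric and Brunner glands, rose from 16.3 ± 6.22 CPM (SD, n = 3) in DI to 87.5 ± 35.7 in IL-4 medium, a log2 fold change of 2.41 (standard error 0.281, adjusted p = 3.08e-05 from edgeR). *LGR6* and *DEFB1* rose by 1.07 and 1.03 on the log2 scale (adjusted p = 0.000514 and 0.00117 from edgeR), and *AVIL* fell by 0.65 (adjusted p = 0.00229 from edgeR). *AVIL* lost its call without DI replicate 2 or IL-4 replicate 2, at −0.49 and −0.64. *GFI1B*, a transcription factor of tuft cells, stood at 0.678 ± 0.100 CPM in DI and 0.631 ± 0.250 in IL-4 medium. Its log2 fold change of −0.10 was not called (adjusted p = 0.871 from edgeR) and changed sign without DI replicate 1 or IL-4 replicate 3. *PTPRC*, below the filter, had 5 counts over the 3 DI libraries and 40 over the 3 IL-4 libraries, a ratio of 7.69 (95% interval from 3.04 to 25.0, exact binomial). Without the filter edgeR called it higher in IL-4 medium, at 3.00 (adjusted p = 0.00199 from edgeR), and with IF replicate 1, 2 or 3, DI replicate 3 or IL-4 replicate 1 left out it was called too, at values from 2.98 to 3.68.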

**Supplementary Figure S3. Transcriptional analysis of macaque intestinal organoids cultured with IL-13.** **a.** Immunostaining of organoids with anti-DCLK1 (green) and anti-5HT (red) antibodies with (lower column) or without (upper column, DI) IL-13 treatment for 72 h. Arrowheads indicate DCLK1 and arrows indicate 5-HT immunoreactive cells. Scale bar, 100  $\mu\text{m}$ . **b-c.** RNA-seq was performed as described in the Materials and Methods section. **(b)** Principal component analysis (PCA) for the transcriptome profiles of the organoids cultured with DI and IL13 conditions. **(c)** A heatmap shows 30 tuft cell marker genes which highly expressed in the organoid induced by IL-13. Color bars are relative expression levels based on row-wise z-score of transformed TPM values.

**Supplementary Figure S4. IL-4 supplementation induces goblet and Paneth cells in addition to tuft cells.** Micrographs of whole-mount immunohistochemistry of intestinal organoids cultured in three different medium compositions: maintenance media (IF), differentiation media (DI), or differentiation media with Interleukin-4 (IL-4). Organoids were stained with (a) anti-MUC2 antibodies (green) and (b) with anti-DEFA6 antibodies (green). DAPI was used to stain the nuclei (blue). Arrowheads indicate immunoreactive cells. Scale bar, 100  $\mu\text{m}$ .

**Supplementary Figure S5. ChAT expression analysis by immunohistochemistry using macaque intestinal tissue.** The immunohistochemical analysis of native tissue using anti-5HT (green) and anti-CHAT (red) antibodies indicated that 5-HT and ChAT expression was exclusive. The nuclei were stained with DAPI. Arrowheads indicate 5-HT and arrows indicate ChAT immunoreactive cells. The lower panels show enlarged views of squares in upper panels. Scale bar, 50  $\mu\text{m}$ .

**Video S1. The effect of Ach on mouse intestinal organoids.** Ach stimulation induce granule release from apical side of the organoid.

# Supplementary material for: Interleukin-4 Promotes Tuft Cell Differentiation and Acetylcholine Production in Intestinal Organoids of Non-Human Primate
**Source:** Int J Mol Sci. 2021 Jul 24;22(15):7921. doi: 10.3390/ijms22157921

Supplementary Figure S1

**a**

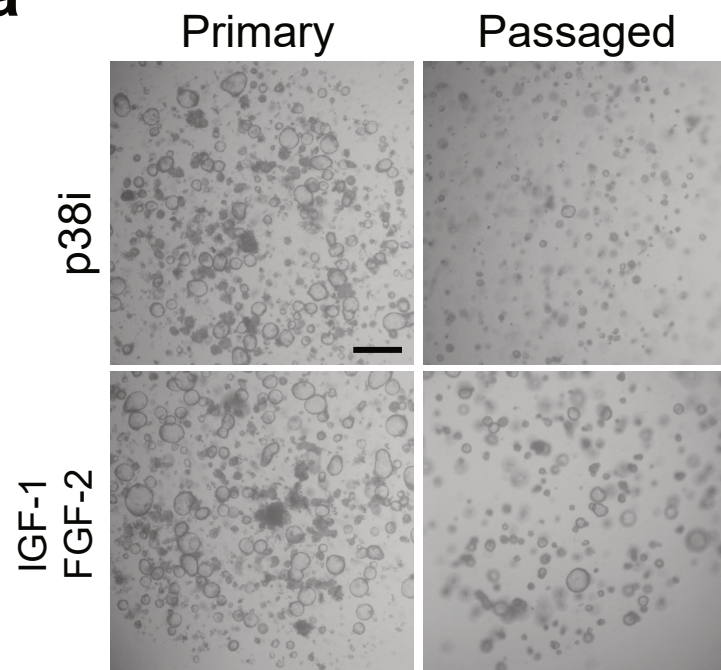

**b**

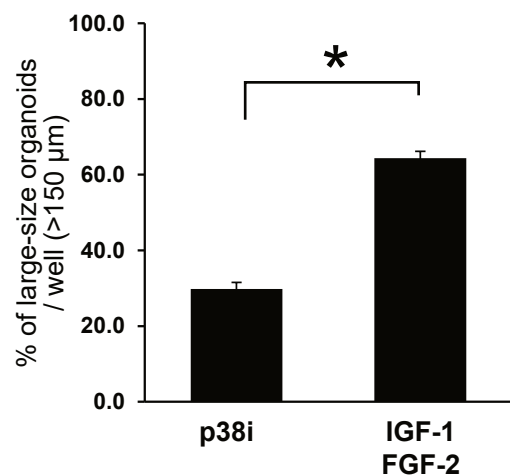

**c**

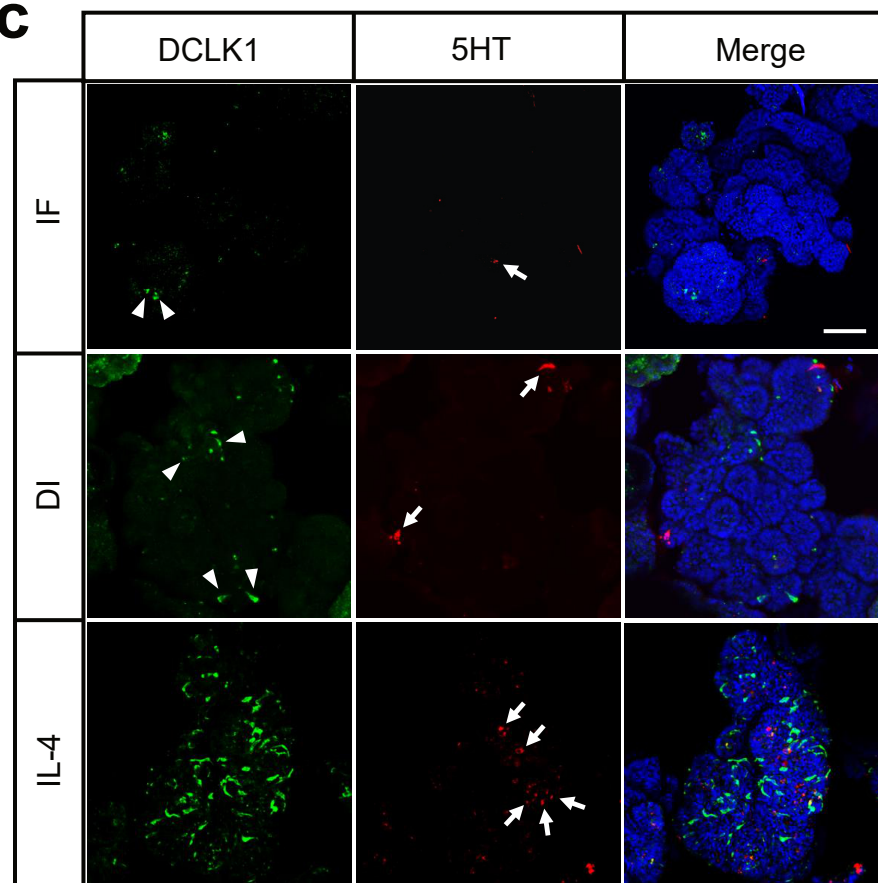

**d**

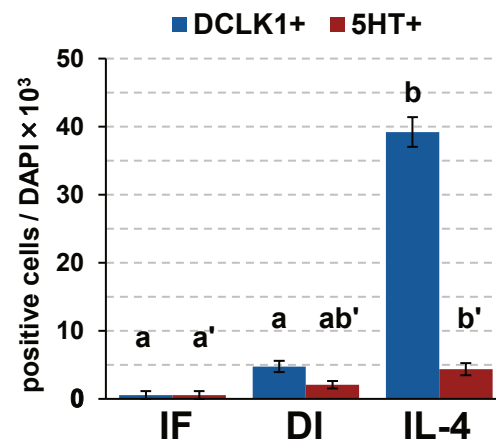

Supplementary Figure S2

Volcano Plot  
DI 72hr vs. IL-4 72hr

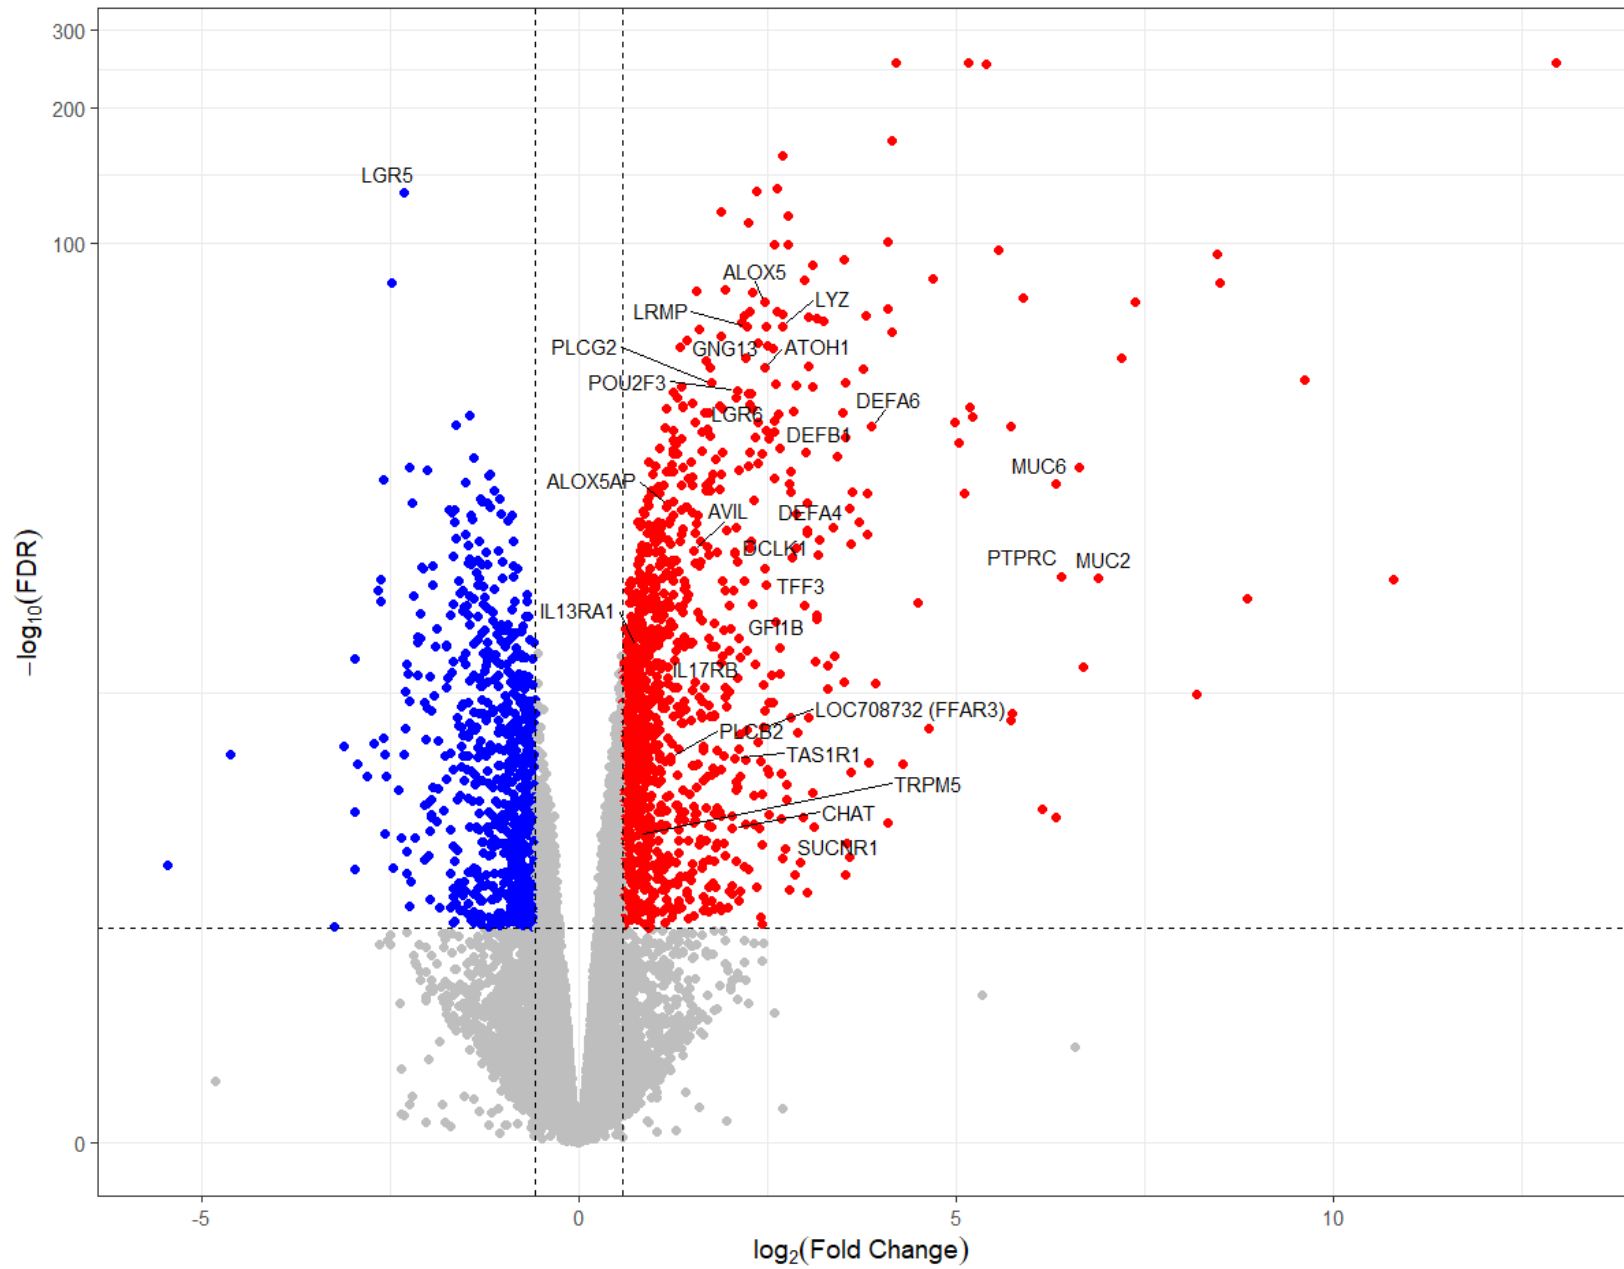

Supplementary Figure S3

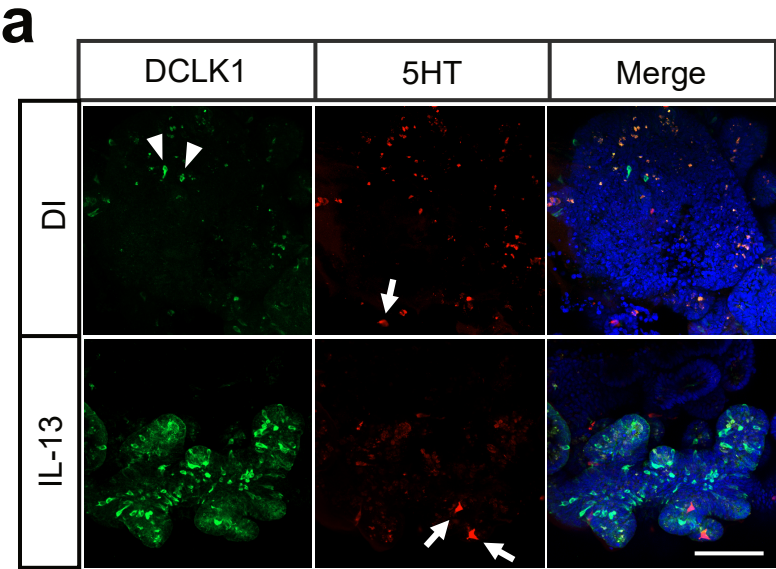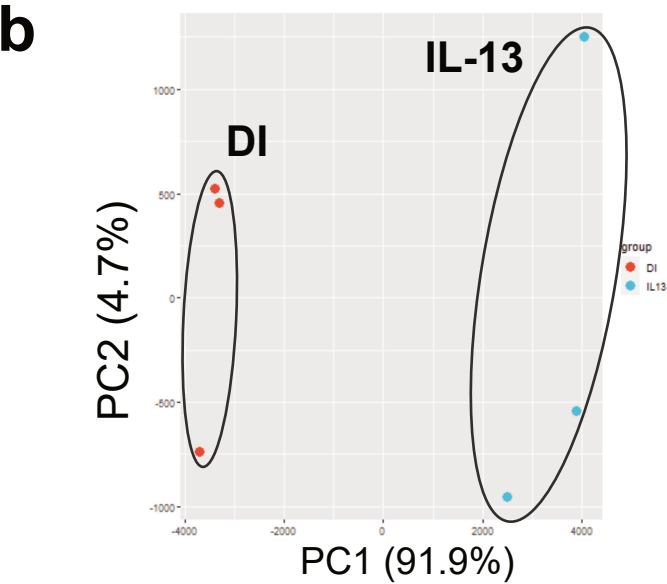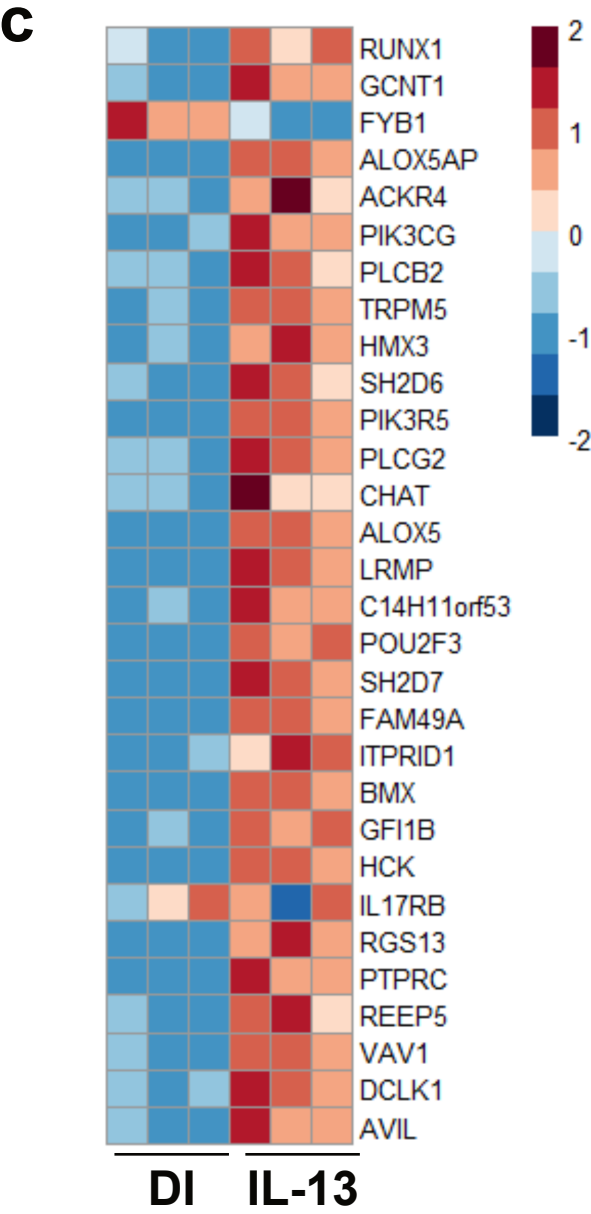

Supplementary Figure S4

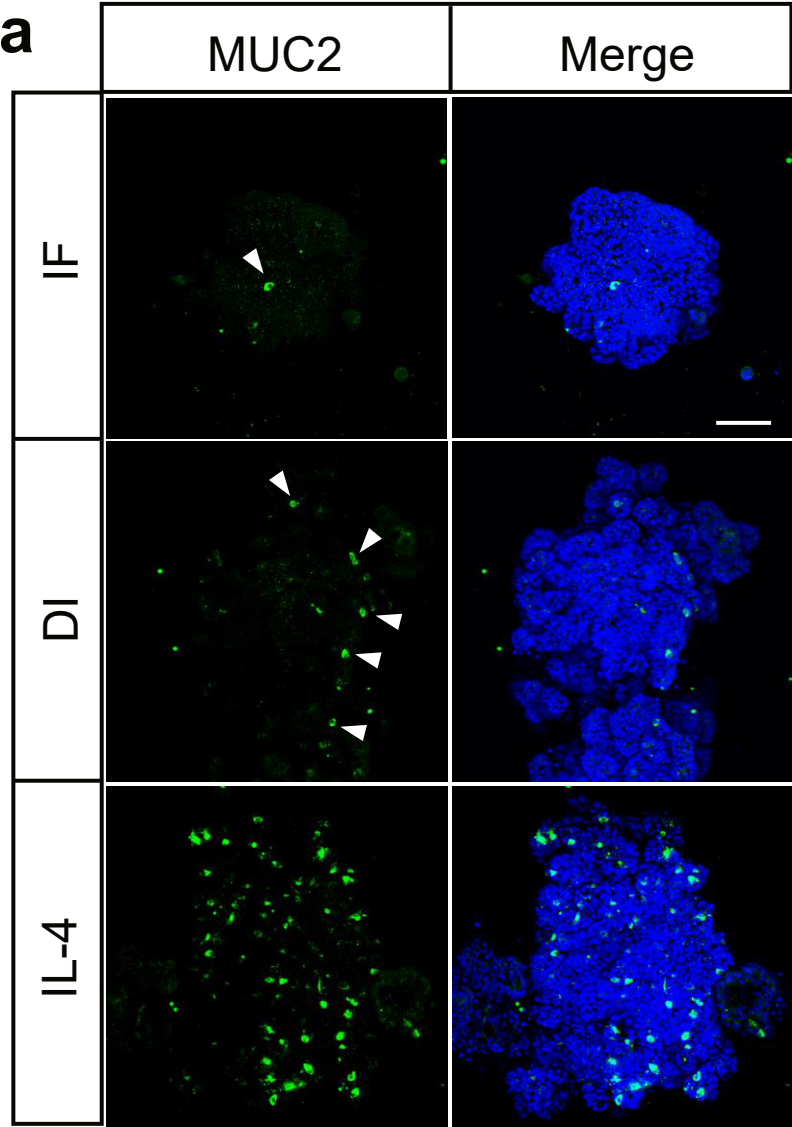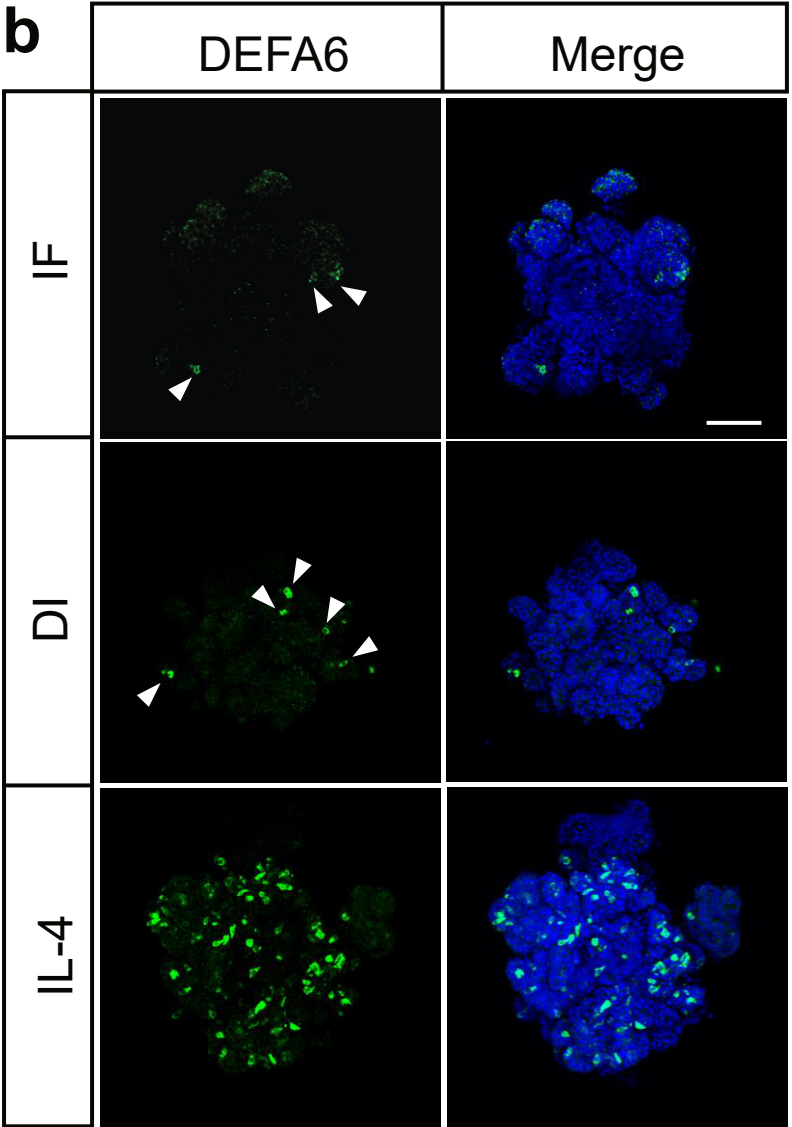

Supplementary Figure S5

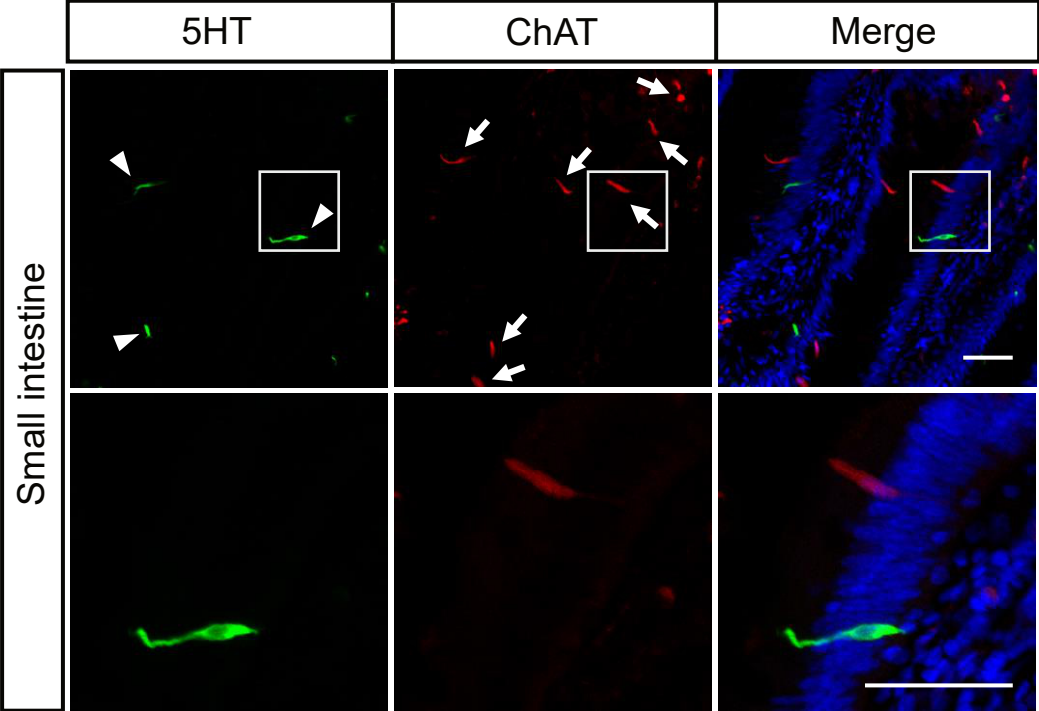

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

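RNA-seq was analysed in 9 organoid cultures derived from jejunal crypts of 1 Japanese macaque, 3 in IF, 3 in DI and 3 in IL-4 medium, and each sample's medium and replicate number were taken from its label. As all cultures come from 1 animal, the spread between replicates is that between cultures. The samples with IL-13 were not analysed here, nor were the RT-PCR, immunohistochemistry and ACh measurements, which are not sequencing data.

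The authors sequenced directional single-end libraries, trimmed the reads with trim_galore and quantified them with kallisto against predicted rhesus macaque transcripts from Ensembl, and they tested differences with DESeq2. The deposited values are whole-number counts per gene symbol, with no normalization. kallisto gives estimates that need not be whole, and the paper's text does not name the step that summed and rounded them, nor whether the strand of reads was used in counting. Of the 33960 symbols, 15791 begin with LOC, as names given to genes without a symbol do, and 6536 had no count in any library. The paper's text does not say how the predicted Ensembl transcripts were matched to these symbols. The table gives no gene positions, so none are reported. Genes with close copies, and genes that overlap others, can share reads, and their counts are uncertain. All 9 columns of the table were used, and 0 were left out.

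The counts were read as deposited and analysed in R 4.3.3. Library sizes were normalized by TMM in edgeR 4.0.16, genes were filtered with filterByExpr at its default settings, and the remaining 18340 genes were tested with edgeR's quasi-likelihood test in 1 fit of all 9 libraries, with 6 residual degrees of freedom and contrasts between each 2 media. P values were adjusted by the Benjamini-Hochberg method, and a gene was called at a fold change of at least 1.5 and an adjusted p of at most 0.01. The biological coefficient of variation common to all genes was 9.02%. Values per library are CPM on TMM-normalized library sizes, and principal components were taken from log2 CPM with a prior count of 2. The separation of the media on 2 components was tested over all 280 divisions of the libraries into 3 groups of 3. Lists of genes were tested with limma's camera (limma 3.58.1) with its preset correlation of 0.01, adjusted over 22 tests, which are 11 lists in 2 comparisons. The lists were the tuft cell list of Supplementary Data 1 and lists for stem cells, dividing cells, enterocytes, goblet, Paneth, enteroendocrine and pyloric gland cells, genes that respond to IL-4 through STAT6, genes of ACh and genes of leukotrienes and prostaglandins. Some genes are on 2 lists. Genes below the filter were described by their summed counts, with a ratio between media and a 95% exact binomial interval. The choices above, the lists and the alternatives were set before the data were examined, except where a setting or test is said to have been chosen after.

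Totals ranged from 20882330 to 26151140 counts per library, with medians of 24814810 in IF, 22326444 in DI and 24484131 in IL-4 medium. A count of 0 in 1 library allows up to 3 counts, or 0.115 to 0.144 CPM. Every pair of replicates differed by more than sampling noise, with chi-square per degree of freedom from 4.49 to 15.6 over genes with at least 20 counts in the pair. No 2 replicates of a medium thus hold the same library, and pairs across media were not compared in this way.

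The edgeR steps were tested on simulated data. Counts were drawn for the 18340 genes from the means and library sizes of the real libraries, with 200 genes changed by known folds. Each gene was given the spread that edgeR fits for genes of like abundance, so the wider spread of single genes was not simulated. For IL-4 against DI medium 170 of these were called (85%) with 1 false call, for DI against IF medium 165 (82.5%) with 2 false calls, and for IL-4 against IF medium 167 (83.5%) with 0 false calls, and no changed gene was called in the wrong direction.

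The genes named in the text were chosen by a rule fixed at the same time. They are the macaque genes the paper names for RNA or labels in Figure S2, members of the lists, and the called genes with the largest changes, provided that all 3 libraries of one medium lay above those of the other and that the mean in the higher medium was at least 5 CPM. Of these last, 5 rises and 5 falls were taken for IL-4 against DI medium, and 3 rises and 3 falls for DI against IF medium, and 1 gene that this rule takes is not reported here. The figures of the paper had been seen when the rule was written.

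The alternatives were RLE factors in edgeR, DESeq2 1.42.0 with its size factors and Wald test, no filter, a filter at 5 CPM in 3 libraries, a fit of the 2 compared media alone, the replicate number as a block, each library left out in turn, fry and an estimated correlation in place of camera's preset, and, for the principal components, log2(CPM + 1) with and without unit variance and the table without its 10 most abundant genes. CPM without a log, and the gene tests without the 10 most abundant genes, were added after seeing the data. Alternatives listed for normalized values (pseudocounts, scaling factors applied to deposited values, limma without a trend) were not run, because the deposited values are counts.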

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

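The single genes here, and most genes of the 2 lists, are ones that the paper does not discuss, and the counts of called genes are given with their test against other splits. The test of the library index series and the comparison with other splits of the libraries were planned, and the tests for RNA from fibroblasts or leukocytes, for abundant genes and for exchanged labels were chosen after the results were seen.

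Of the called genes with the largest rises from DI to IL-4 medium, *CCL26* rose by 10.87 on the log2 scale, *CAPN13* by 9.51, *DUOXA2* by 8.82, *MMP1* by 6.71 and *DUOX2* by 6.46, in 3 of 3 libraries each (adjusted p from 1.39e-11 to 2.91e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fitted values of *CCL26* and *CAPN13* rest on low counts in DI medium, 0.0783 ± 0.0605 and 0.305 ± 0.123 CPM (SD, n = 3), against 163 ± 47.9 and 224 ± 33.1 in IL-4 medium, and with each library left out in turn *CCL26* ranged from 10.58 to 11.71. The genes do not share 1 pattern over the media. *CCL26* and *CAPN13* were as low in IF as in DI medium, while *MMP1* stood at 182 ± 32.4 CPM in IF, 1.91 ± 0.807 in DI and 199.5 ± 105 in IL-4 medium, and *DUOX2* at 47.6 ± 5.22, 12.0 ± 3.11 and 1056 ± 242 CPM.

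The tables argue against several technical sources of these rises. RNA from fibroblasts would raise their genes as a set, but the 3 of 10 fibroblast genes that passed the filter had a median log2 fold change of −0.50 from DI to IL-4 medium, and *COL3A1*, *DCN* and *LUM* had 0 counts in every library. RNA from leukocytes would raise theirs, but 8 of 10 leukocyte genes were below the filter, with 30 counts in all in the IL-4 libraries against 53 in the DI libraries, and 5 of them at 0 in IL-4 medium. The 2 leukocyte genes above the filter, *CD14* and *CD68*, were not called, at −0.30 and −0.09, and both were present in every medium. *PTPRC*, which leukocytes express and which is on the tuft cell list and not on this one, went the other way, with 5 counts over the DI and 40 over the IL-4 libraries. The 10 most abundant genes took at most 9.47% of a library's counts, and giving that share back to the other genes would move these by 0.14 on the log2 scale, so a few abundant genes taking the counts do not account for the rises. Over the genes called between IL-4 and DI medium, IF replicate 3, whose index belongs to the same series as those of the IL-4 libraries, lay −1.94% of the way from DI to IL-4 relative to the other IF libraries, which argues against the index series as the whole source, although the value rests on the 1 library that shares the series across media. Bias by GC content or gene length was not tested. An effect of IL-4 on the epithelium stays open as the explanation the design names, and was not tested further.

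Among the largest falls from DI to IL-4 medium were those of *CYP3A4*, at −7.81, *CPS1*, at −5.65, *LOC100428939*, at −5.46, and *SLA*, at −5.39, lower in 3 of 3 libraries each (adjusted p from 3.53e-10 to 2.59e-05, edgeR). *CYP3A4* belongs to a family of close copies and its counts are uncertain. Its value ranged from −9.35 without IL-4 replicate 3 to −7.16 without DI replicate 2, and it stood at 17.5 ± 13.1 CPM (SD, n = 3) in DI medium. From IF to DI medium, *SLA* and *LOC100428939* had rises among the largest, at 5.64 and 5.45, and *MMP1*, *CEACAM5* and *IFITM10* had the largest falls, at −6.58, −5.09 and −4.39 (adjusted p from 2.50e-08 to 1.24e-05, edgeR). *CEACAM5* too belongs to a family of close copies. These genes were thus set apart in DI medium and near their IF level in IL-4 medium, except *CYP3A4* and *CPS1*, whose means were lower with IL-4 than in IF medium, at 0.0721 ± 0.0913 against 2.26 ± 0.312 and 3.94 ± 0.221 against 7.44 ± 0.673 CPM, of which that of *CPS1* was called and that of *CYP3A4* was not (adjusted p = 0.00550 and 0.0120, edgeR). The value of −1.94% above covers the falls from DI to IL-4 medium too, and no such test was run between DI and IF medium. Explanations for DI medium standing apart are weighed under the other observations.

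The enteroendocrine list had a median log2 fold change of −2.81 from DI to IL-4 medium and 2.57 from IF to DI medium, where the paper reports 1 gene of the list, *CHGA*. Of the 19 genes tested, *SCG5* went against the other 18, at 0.22 and −0.55. It was called under each set test, with an adjusted p over the alternatives from 5.62e-14 to 0.0488 from DI to IL-4 medium and from 4.16e-14 to 0.0488 from IF to DI medium, the highest with camera's correlation estimated from the data (limma), and with each library left out in turn the medians stayed from −2.95 to −2.72 and from 2.30 to 2.63.

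The list of genes that respond to IL-4 through STAT6 had a median log2 fold change of 0.78 from DI to IL-4 medium (limma's camera, adjusted p = 0.00396), with 5 of 13 genes called higher and 1, *CCL24*, lower, the same counts when adjusted over the list alone. The median was 0.35 without IL-4 replicate 3 and 1.08 without IL-4 replicate 1, past the threshold in each of the 9 leave-one-out fits, but it was not called with the correlation estimated from the data (adjusted p = 0.281, against 5.63e-06 with fry, the lowest of the alternatives, limma), and the stricter filter on low counts gave 2.34. *CISH*, which is on the list, rose from 9.74 ± 0.418 CPM in DI to 212 ± 18.5 in IL-4 medium. The rise argues that the IL-4 and DI labels were not exchanged.

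For the counts of called genes in the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes as reported in each comparison. The real split gave 2261 called genes for IL-4 against DI, 1795 for DI against IF and 785 for IL-4 against IF medium. The largest number in any other split was 0. As 10 splits allow no share under 0.1, the share alone cannot exclude chance. In the simulated data, false calls numbered 1, 2 and 0, in the same order of comparisons. These values argue against chance as the source of the counts. The simulated part holds only for genes no more variable than edgeR fits for genes of like abundance.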

How the results depend on the processing

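CPM without a log, and the tests without the 10 most abundant genes, were chosen after seeing the data. Of 78 values of single genes in a comparison, 62 were called as reported. Over all their alternatives, 1183 values kept their direction and their side of the threshold, 23 lost a call, 14 gained one and 2 reversed. For the counts of called genes, the lists and the principal components, 483 values stayed so, 3 lost a call, 14 gained one, 26 changed sign and 23 counts or shares moved, as given below. Among single genes the reversals were those of *GFI1B* from DI to IL-4 medium, which ranged from −0.47 to 0.096 with a library left out and was 0.015 without DI replicate 1 and 0.096 without IL-4 replicate 3. RLE factors changed no call of these genes, nor any count of called genes by over 1.5 times. The falls of *CHGA* and *LGR5* and the rises of *MUC2*, *LYZ* and *IL17RB* from DI to IL-4 medium kept their calls under all alternatives run, and *CHAT*, which had no test as reported, stayed lower in IL-4 than in DI medium under all of them.

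The stricter filter tests fewer genes, which lowers the counts by its construction. Of the 78 values of single genes, 63 were computed under it, on the same side of the threshold as reported. It gave 819 genes lower in IL-4 than in DI medium, 586 higher in DI than in IF medium, and 22 tuft list genes that differed between media. Under it the medians of the Paneth, pyloric gland and ACh lists from DI to IL-4 medium changed to −0.029, −0.052 and −0.047, that of the goblet list from IF to DI medium to −0.25, and the tuft list from IF to DI medium, at 0.19, was no longer called. Without a filter, 2 tuft list genes, *IL17RB* and *PTPRC*, were called higher in IL-4 than in both other media. The medians of the Paneth, ACh and leukotriene lists then changed sign, to −0.55, −0.76 and −0.55, and with DESeq2, which adds low genes too, to −0.55, −0.77 and −0.58. The median of the dividing cell list from IF to DI medium, near 0 as reported, was −0.00711 without a filter and −0.00542 with DESeq2. With the 2 compared media alone, the median of the Paneth list was −0.20. None of the medians that changed sign was past the threshold as reported, and their cause was not tested beyond the genes that the filters add or remove.

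The set test decided more calls than the filter. With fry, the medians stay as they are and more lists were called, from DI to IL-4 medium the tuft list at −0.15, the stem list at −0.22, the enterocyte list at −0.30, the goblet list at 0.38, the pyloric gland list at 2.15 and the ACh list at 0.35, and from IF to DI medium the stem list at 0.053, the Paneth list at 1.18, the pyloric gland list at −2.37, the STAT6 list at 0.57, the ACh list at 0.44 and the leukotriene list at 0.17. With the correlation estimated from the data, the STAT6 list from DI to IL-4 medium, at 0.78, and the tuft list from IF to DI medium, at 0.25, were no longer called. fry tests a list against no change and camera against the other genes, so they do not ask the same question.

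With each library left out in turn, the genes lower in IL-4 than in IF medium numbered from 192 (without IL-4 replicate 2; 204 without IF replicate 1) to 388, and the tuft list genes called higher in IL-4 than in both other media from 1 to 2. List medians from DI to IL-4 medium ranged from −0.32 to −0.13 for stem cells, which were called without DI replicate 2, from 0.094 to 0.17 for dividing cells, which were called without DI replicate 3, from −0.017 to 0.62 for Paneth cells and from −0.072 to 0.32 for the ACh list, and, with no change of call, from −0.23 to −0.072 for the tuft, 0.16 to 0.64 for the goblet and −0.51 to −0.098 for the enterocyte list. From IF to DI medium they ranged from −0.049 to 0.034 for dividing cells, from −0.019 to 0.19 for enterocytes and from −0.086 to 0.41 for the leukotriene list. The first component held from 42.8% to 50.9% of the variance and the second from 18.9% to 26.0%. The median of the pyloric gland list from DI to IL-4 medium was 0.81 without DI replicate 1.

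The first component held 53.3% of the variance on log2(CPM + 1), 36.7% with each gene scaled to unit variance, and 75.7% on CPM without a log, where the second held 17.1%. CPM without a log was taken over all 27424 genes with a count, so that the genes differ as well as the scale. Without the 10 most abundant genes, 67 of the 78 values were computed, all from DI to IL-4 medium, and no call changed among them.

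The replicate numbers did not pair the libraries. Correlations of deviations from the medium means ranged from −0.12 to 0.21 between libraries with the same number, and 1 of 9 was above 0.1. With the replicate number as a block, 937 genes were called higher and 1178 lower in IL-4 than in DI medium, and 2080 genes were called with and without the block. The other counts were 900 and 767 for DI against IF medium and 432 and 274 for IL-4 against IF medium. Of the genes followed, *PRSS2* alone lost its call with the block.

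Depth limited the low genes. *CHAT*, *GNAT3*, *SLC18A3* and *PTPRC* had at most 40 counts over the 3 libraries of a medium and did not pass the default filter. *IL25* and *SLC5A7* had 0 counts in all libraries, and a count of 0 over a medium allows up to 3. The alternatives for normalized values (pseudocounts, scaling of deposited values and limma without a trend) were not run, as the deposited values are counts.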

Differences from the paper's values

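CPM without a log was the only test in this part chosen after the result was seen. The paper's number of genes lower in IL-4 than in DI medium is 734, against 1277 here. Of the alternatives set before the data were examined, the stricter filter (819) and leaving out DI replicate 1 (1087) or IL-4 replicate 2 (1059) bring the count within 1.5 times the paper's, and the others do not. The stricter filter also lowers the genes higher in IL-4 medium to 725, which is no longer within 1.5 times the paper's count of these. As reported, the paper's 1197 genes higher in IL-4 medium and the 984 found here lie within 1.5 times of each other.

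The paper counts 30 tuft list genes as abundant in IL-4 medium compared with IF or DI medium, against 1 here that was called higher than in both, *IL17RB*, or 2, with *PTPRC*, without a filter or with any 1 of 5 libraries left out. By mean alone, 13 of the 69 tested genes were highest in IL-4 medium. Where the paper's statement is read as higher than in either IF or DI medium, 22 genes were called so here, 18 against IF and 5 against DI medium, and this count lies within 1.5 times the paper's. The paper counts 67 tuft list genes that differ between the media, against 40 here. For the genes higher than in both media and for those that differ, no alternative set before the data were examined comes within 1.5 times of the paper's count.

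The first principal component holds about 75% of the variance in Figure 1c, read by eye, against 46.5% here. Among the alternatives set before the data were examined, log2(CPM + 1), at 53.3%, and leaving out IF replicate 1, 2 or 3, at 50.9%, 50.2% and 50.3%, come within 1.5 times of it, and the others do not. CPM without a log, chosen after seeing the values, gives 75.7%. The second component holds about 17% in the figure, read by eye, against 21.7% on log2 CPM and 17.1% on CPM without a log. On CPM without a log, both shares are thus close to the figure's. The figure also sets IL-4 medium apart from IF and DI medium on this component, while here, on log2 CPM, DI medium lay apart from IF and IL-4 medium. On CPM without a log, IL-4 medium lay apart.

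Log2 fold changes from DI to IL-4 medium were read by eye from Figure S2. For *MUC2* the paper's value is about 6.9, against 3.29 here. For *PTPRC* it is about 6.4 against 3.06, for *DEFA6* about 3.9 against 0.93, for *LYZ* about 2.7 against 1.32, for *ALOX5* about 2.5 against 0.31 and for *PLCG2* about 1.8 against 0.18. The signs differ for *ATOH1*, about 2.5 in the paper and −0.74 here, *CHAT*, about 2.1 and −1.24, *POU2F3*, about 2.1 and −0.53, *AVIL*, about 1.6 and −0.65, *PLCB2*, about 1.3 and −0.23, and *ALOX5AP*, about 1.2 and −0.78. The value of *PLCB2* below 0 rests on 1 library, as it was near 0, at −0.000673, without DI replicate 2. For *LGR5* the paper's value is about −2.3, against −1.77 here. Because signs differ for some genes and not for others, no change of log base or direction brings the series together. It stays open whether the deposited counts are those behind Figure S2. The figure is labelled DI against IL-4. From IF to IL-4 medium, the genes that differ in sign were all above 0, as in the paper. They stood at 0.88 for *ATOH1*, 3.26 for *CHAT* without the filter, 3.10 for *POU2F3*, 0.61 for *AVIL*, 2.85 for *PLCB2* and 1.67 for *ALOX5AP*. *MUC2* and *LGR5*, at 2.22 and −1.69 in that comparison, lay further from the paper's values. *DEFA6*, *LYZ*, *ALOX5* and *PLCG2* lay nearer, at 2.11, 1.46, 3.65 and 0.40. *PTPRC* did so too, at 6.81 without the filter, with 0 counts in IF medium. None of the alternatives set before the data were examined brings any value from DI to IL-4 medium within the replicate error of the paper's. *DEFA6*, which the paper calls, was called here without DI replicate 2, at 1.32. *PTPRC* was called without a filter, at 3.00, with DESeq2, at 3.08, and with IF replicate 1, 2 or 3, DI replicate 3 or IL-4 replicate 1 left out.

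Some statements of the paper on genes differ from these calls. The paper has *TFF3* and *ALOX5* among the genes raised by IL-4, and here neither was called between these media, *TFF3* at −0.62 and *ALOX5*, with the paper's sign, at 0.31. It places *POU2F3*, *TRPM5*, *DCLK1*, *PLCB2*, *PLCG2*, *IL17RB*, *ALOX5* and *CHAT* among the tuft genes abundant with IL-4 compared with IF or DI medium. Here, of these 8 genes, 7 were tested, of which 1 was called higher (*IL17RB*) and 1 lower (*DCLK1*, at −1.12) in IL-4 than in DI medium, while *TRPM5* and *PLCG2*, at 0.31 and 0.18, were above 0 and not called. Against IF medium, 6 of the 7 were called higher in IL-4 medium, in the paper's direction. The paper also reports RT-PCR patterns of *DCLK1*, *POU2F3*, *CHAT* and *PLCB2* comparable to its RNA-seq, which were not analysed here. The paper reports little change of *CHGA* in RNA-seq, without naming the media compared, and here the gene stood at −2.81 from DI to IL-4 medium and at −0.14, not called, from IF to IL-4 medium, which is little change. On other markers the directions match, with *MUC2*, *LYZ*, *MUC6*, *LGR6*, *DEFB1* and *IL17RB* higher and *LGR5* lower in IL-4 than in DI medium, *SLC5A1* not called, and *GNAT3* and *IL25* at or near 0 counts.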

Other observations

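The tests of explanations in this part, on ERK targets, EGF and its ligands, shared DI libraries, exchanged labels and depth, were chosen after the results were seen, and the tests of the tuft and pyloric gland lists were planned.

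The IL-4 libraries lay nearer to the IF libraries than the DI libraries did, although DI medium and IL-4 medium both lack nicotinamide and EGF, which IF medium has. Of 994 genes called higher in DI than in IF medium, 941 (94.7%) had a log2 fold change below 0 from DI to IL-4 medium and 727 were called lower there (edgeR), and of 801 genes called lower in DI than in IF medium, 450 were called higher from DI to IL-4 medium. Over the 1795 genes called between DI and IF medium, the IL-4 libraries lay 82.7% of the way from DI to IF medium. The DI libraries enter both comparisons, so that chance values alone move genes this way. In 20 simulated sets, the IL-4 libraries had the means of the DI libraries and the spread that edgeR fits for genes of like abundance. At most 63.1% of the genes called higher in DI medium fell, with a median of 59.5%, none of them called. The simulated libraries lay at most 3.99% of the way to IF medium. At this spread, chance values shared through the DI libraries therefore do not account for the pattern.

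A candidate explanation is that signalling through the kinase ERK, which EGF activates, was near its IF level in the IL-4 cultures. Of 18 ERK target genes, 14 had log2 fold changes above 0 from DI to IL-4 medium, with a median of 0.45 (limma's camera, adjusted p = 0.000438 over 12 tests of added lists), 7 called higher and 1 lower. The median was −0.62 from IF to DI medium and −0.21 from IF to IL-4 medium. By the pattern above, genes lower in DI than in IF medium mostly rise to IL-4 medium. The rise of this list therefore restates the pattern and does not test the explanation. The list was not run with the correlation estimated from the data. *EGR1*, not on the list and chosen after its values were seen, stood at 189 ± 13.7 CPM (SD, n = 3) in IF, 15.3 ± 2.13 in DI and 214 ± 25.2 in IL-4 medium. EGF-family ligands made by the organoids stay open as a source. The 5 tested ligand genes had a median of −0.30 from DI to IL-4 medium, but went both ways, with *AREG* and *EREG* lower, at −1.59 and −1.34, and *TGFA*, the ligand gene with the most counts in IL-4 medium, higher, at 0.69, after −0.71 from IF to DI medium. EGF present in the IL-4 cultures could give the same pattern too, but the value of 82.7% restates the pattern and does not test it, and the medium labelled IL-4 is described as free of added EGF. These and an action of IL-4 on the same pathway cannot be told apart by the counts, because each would act through the same genes. All remain hypotheses. Not all genes follow the pattern, since *LGR5* was called lower with IL-4 than in either other medium (edgeR).

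Most tuft list genes were not highest in the libraries labelled IL-4, where 13 of 69 had their highest mean. Exchanged labels of IL-4 and DI libraries do not account for this, because the STAT6 list was higher in the libraries labelled IL-4, with a median of 0.78. Nor does lower depth than in DI medium, as the median total was 24484131 counts in IL-4 and 22326444 in DI medium. Because the IL-4 libraries were not the shallower ones, thinning every library to 20882330 counts could not decide this. It gave a median of the tuft list from DI to IL-4 medium of −0.18, with 5 genes called higher and 14 lower. Among the tuft genes that fell, *NEURL1* and *VAV1* had log2 fold changes of −2.34 and −2.33, after rises of 2.6 and 3.83 from IF to DI medium, and *NRGN*, *PNPLA3* and *SLFN5* rose by 1.65, 1.42 and 1.06 after log2 fold changes of −1.45, −1.32 and −0.77 from IF to DI medium. The tuft list thus holds genes of both directions, and whether the cultures differed in tuft cell number or in expression per cell was not tested.

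The pyloric gland list was not called as a whole. From DI to IL-4 medium its 7 tested genes had a median log2 fold change of 2.15 and a mean of 0.06 (limma's camera, adjusted p = 0.524), with 3 called higher and 2 lower, or 4 and 3 when adjusted over the list alone, and from IF to DI medium the median was −2.37 and the mean −0.41. *AQP5* rose by 2.26 and *PGC* fell by 4.36 on the log2 scale from DI to IL-4 medium.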
